# The genome, transcriptome, and proteome of the nematode *Steinernema carpocapsae*: evolutionary signatures of a pathogenic lifestyle

**DOI:** 10.1038/srep37536

**Published:** 2016-11-23

**Authors:** Alejandra Rougon-Cardoso, Mitzi Flores-Ponce, Hilda Eréndira Ramos-Aboites, Christian Eduardo Martínez-Guerrero, You-Jin Hao, Luis Cunha, Jonathan Alejandro Rodríguez-Martínez, Cesaré Ovando-Vázquez, José Roberto Bermúdez-Barrientos, Cei Abreu-Goodger, Norberto Chavarría-Hernández, Nelson Simões, Rafael Montiel

## Abstract

The entomopathogenic nematode *Steinernema carpocapsae* has been widely used for the biological control of insect pests. It shares a symbiotic relationship with the bacterium *Xenorhabdus nematophila*, and is emerging as a genetic model to study symbiosis and pathogenesis. We obtained a high-quality draft of the nematode’s genome comprising 84,613,633 bp in 347 scaffolds, with an N50 of 1.24 Mb. To improve annotation, we sequenced both short and long RNA and conducted shotgun proteomic analyses. *S. carpocapsae* shares orthologous genes with other parasitic nematodes that are absent in the free-living nematode *C. elegans*, it has ncRNA families that are enriched in parasites, and expresses proteins putatively associated with parasitism and pathogenesis, suggesting an active role for the nematode during the pathogenic process. Host and parasites might engage in a co-evolutionary arms-race dynamic with genes participating in their interaction showing signatures of positive selection. Our analyses indicate that the consequence of this arms race is better characterized by positive selection altering specific functions instead of just increasing the number of positively selected genes, adding a new perspective to these co-evolutionary theories. We identified a protein, ATAD-3, that suggests a relevant role for mitochondrial function in the evolution and mechanisms of nematode parasitism.

Global losses due to pests can vary from about 26 to 80% depending on the type of crop^1^. Chemical pesticides are commonly used to fight this problem, however, they pose threats to humans, wildlife, and might have an adverse impact on soil fertility by killing beneficial microorganisms^2^. Other strategies rely on biological control agents, but their use is not generalized because of their limited efficiency when compared to pesticides. Genetic improvements are possible, especially when genomic information of the biological agent is available^3^,^4^. Entomopathogenic nematodes (EPNs) from the family of *Steinernematidae* have been commercialized in many countries as a biological insecticide for agricultural and horticultural crops and have attracted considerable attention because they are also potential models for symbiosis and pathogenesis^5^. One of the most well-known is *Steinernema carpocapsae* that shares a symbiotic relationship with the bacterium *Xenorhabdus nematophila*. Since it was thought that the bacteria were the main contributor to insect death, most research has focused on the pathogenic effect of the bacteria rather than the nematode^6^,^7^,^8^. Nevertheless, growing evidence suggests a more active role of the nematode in the pathogenic process^9^,^10^. In fact, a set of expanded gene families that are likely involved in parasitism were predicted in a recent genome analysis of *Steinernema* species^11^. Further genomic characterization will help to better understand the evolution and the function of these genomes in the symbiotic and pathogenic contexts. Parasitism is a common way of life among nematodes that has independently arisen at least 15 times during their evolution^12^. Particularly interesting are the phylogenetic associations between non-vertebrate and vertebrate parasites. The entomopathogenic Steinernematidae are phylogenetically related to Strongyloidoidae (Tylenchina; Panagrolaimomorpha), which infect mammals, suggesting a transition to vertebrate parasitism through host shifting^12^. The study of parasitism in *S. carpocapsae* should help to understand the origin and mechanisms of Strongyloidoids parasites, with implications for human health. For this study we produced a high-quality draft of the genome of *S. carpocapsae* strain Breton, and compared it with a recently published genome from a different strain of this species^11^. We further assessed the genetic signatures of its adaptation to a pathogenic lifestyle, and characterized the transcriptome by RNA-Seq, including both messenger RNA (mRNA), and small RNA (sRNA). We also present the most complete characterization to date of the proteome, generated by shotgun proteomics, two-dimensional gel electrophoresis (2DE) and SDS-PAGE. Additionally we conducted genome-wide scans for signatures of natural selection. We found several distinctive features related to pathogenesis through a comparison with both pathogenic and free-living nematodes.

## Results and Discussion

### Genome sequencing

Total DNA was extracted from isolated nuclei from a near isogenic line (~96% of estimated homozygosity) of *Steinernema carpocapsae* strain Breton. The use of isolated nuclei reduces the amount of symbiont and mitochondrial DNA, and the isogenic line was generated to avoid the acknowledged problems posed by heterozygosity for accurate genome assembly^12^. From one 454 shotgun library sequenced in three 454 FLX runs, we obtained 3,340,915 total reads with an average length of 357 bp. From one 454 paired-end library, with an insert size of 8 Kb, sequenced in two 454 FLX runs, we obtained 2,784,713 total reads with an average read length of 334 bp at each fragment end. From a SOLiD shotgun library sequenced in half a lane of SOLiD 5500xl, we obtained 24,942,584 reads of 75 bp (Table 1). By combining these long, paired-end, and short reads, we obtained a coverage of 32-fold, considering a genome size of ~110 Mb estimated by both flow cytometry and genome assembly. The final draft consists of 84,613,633 base pairs in 347 scaffolds, with an N50 of 1.24 Mega bases and with the largest scaffold of 8.7 Mb. This represents a notable improvement over a recently published genome that is more fragmented, with a much lower N50 (~0.3 Mb) and with the largest scaffold of only 1.7 Mb (Table 2). The average GC-content was of 45.67%, with 6.99% of repetitive sequences (Supplementary Table S1).

We assessed the completeness of the genome by analysing 248 ultra-conserved core eukaryotic genes^13^, obtaining 99.6% completeness considering partial genes and 99.2% for complete genes. These parameters indicated that our draft genome is of high quality, which gives us confidence in the genome annotation described below.

### Genome annotation

From the repetitive elements, we identified 1,702 distinct retrotransposon sequences representing at least eight families. Four were long interspersed element (LINE) groups, Cr1 being the most abundant, and 588 were short interspersed elements (SINEs), of which 432 belong to the tRNA-RTE family. We identified only two long terminal repeats (LTRs): *Gypsy* and *Pao*. We also identified eight families of DNA transposons, comprising 1,202 sequences, of which *hAT-Ac* was the most abundant with 388 elements, followed by *TcMar-Tc1, Merlin*, and the rolling-circle *Helitron* (327, 106, and 105 elements, respectively).

We collected RNA from pooled nematodes taken from all life cycle stages and subjected to various conditions (growing in larvae of two different insect species and on two different *in vitro* media, as described in Materials and Methods) in order to maximize the inclusion of condition-specific genes. We obtained 15,180,085 reads with an average length of 201 bp from an Illumina paired-end library on a MiSeq, and 92,231 reads with an average length of 288 bp from a 454 library on a partial 454 FLX + plate. After quality filtering, 94.93% of the reads mapped to the masked genome, suggesting a good reliability of the genome assembly. We performed genome-guided *de novo* assembly of the transcriptome that resulted in 21,457,711 bp of assembled transcripts (without introns). In order to identify protein-coding genes in the assembled genome, we assigned specific weights to different types of evidence to generate consensus gene calls (see Material and Methods). The current genome sequence and annotation is available at www.genomevolution.org (ID 33774), and at the NCBI GenBank (BioProject ID# 39853).

We identified 16,333 protein-coding genes with an average length of 1,257 bp, an average exon length of 222.37 bp, and an average of six exons per gene. We also identified 6,708 alternative transcripts and 5,725 truncated genes (defined as predicted protein-coding genes missing a start codon). We verified the protein expression of 3,773 predicted genes through mass spectrometry analysis (see below and Supplementary Table S2). The total number of predicted genes in this study is much lower than the previously predicted number of genes (28,313) for the strain “All” of the same species^11^. In the previous study, the heterozygosity was not reduced through the generation of an isogenic line, potentially negatively impacting on their genome assembly^12^. In addition, they performed gene prediction using Augustus^14^ with parameters optimized only for *Caenorhabditis elegans*. However, these species diverged ~280 million years ago^15^, making it difficult to accurately predict genes in *Steinernema* by solely using *C. elegans* gene models. To overcome this bias, we combined predictions using Hidden Markov Models (HMM) trained on *S. carpocapsae* gene structures with *ab initio* predictions, along with HMM homology-based predictions using *C. elegans* genes and *Brugia malayi* gene predictions (all the predictions were obtained with Augustus^14^). Although *B. malayi* has the same estimated time of divergence from *S. capocapsae* as *C. elegans*^15^, it is a parasite and therefore might share some homologous genes with *S. carpocapsae* that are not represented in *C. elegans*. However, the full strength of our approach is given by combining predictions using gene models from these species with *ab initio* predictions. When we used the same annotation strategy as in Dillman *et al*.^11^ using *C. elegans* models, we only obtained 14,188 protein coding genes. This is lower than the previous study, and also lower to the one we obtained with our combined strategy, in which the number of predicted genes probably increased due to the inclusion of *B. malayi* models, along with the *ab initio* predictions.

In summary, the use of an isogenic line (see Material and Methods), the combination of different sequencing platforms (Table 1), and an improved annotation strategy, resulted in a higher quality genome compared to a recent publication (Table 2). In any case, the studies used different strains of the nematode, and their goals were different, with Dillman *et al*.^10^ focusing on comparing their genome to that of other species of *Steinernema*. In our study, we obtained a higher quality genome, included analyses of the proteome and small RNAs, and performed a genome-wide scan of positive selection.

The most abundant GO terms in predicted genes are shown in Fig. 1. Our analysis revealed 135 enriched GO terms in *S. carpocapsae* when compared to those in *C. elegans* (Fisher’s exact test, FDR ≤ 0.05) (Supplementary Table S3). Many of these GO terms are involved in degradation, protein modification, binding and transport, and could be associated to parasitism (reviewed in ref. 16). At least 22 GO terms are also enriched in at least two other pathogenic worms, but not in the free-living nematode *Pristionchus pacificus* (Table 3). Supplementary Table S4 shows the abundance of the different protein families in 10 different nematode genomes compared with the 30 most abundant families in *S. carpocapsae* (Supplementary Fig. S1). Most of the expanded families (16 out of 20) identified previously in the “All” strain of *S. carpocapsae*^11^ are also overrepresented in our strain (Breton). In addition, Peptidase S1 is also overrepresented in *S. carpocapsae* and other parasites (*Bursaphelenchus xylophilus, Meloidogyne hapla,* and *M. incognita*) compared to *C. elegans*. Integrase, enoyl-acyl-carrier-protein reductase (ENR) (IPR014358), retrotransposon pao, and pimelyl-acyl-carrier protein methyl ester esterase PFAM domains, are also overrepresented in some parasites, including *S. carpocapsae*.

Since *C. elegans* and *S. carpocapsae* are phylogenetically distant from one another, we found no evident macro-synteny. However, there are genes located in single chromosomes of *C. elegans* that match genes located in single scaffolds of *S. carpocapsae*. A similar result was obtained in a comparison with the *Brugia malayi* genome (version WS253) (Fig. 2 and Table 4), even though this genome is not of the same quality as that of *C. elegans*. This reinforces the idea that the use of *B. malayi* gene models in the annotation strategy is at least as good as the use of *C. elegans* models.

Beyond the protein-coding potential of the genome, we predicted non-coding RNA (ncRNA) using a variety of tools (see Materials and Methods), identifying 1,097 tRNAs, 40 rRNAs (15 5S rRNA, 1 5.8S rRNA and 24 8S rRNA), 38 micro-RNA hairpins and 146 other ncRNAs. Using the same annotation pipeline, we compared the abundance of each ncRNA family in parasitic (*Ascaris suum, Bursaphelenchus xylophilus, Brugia malayi, S. carpocasae, M. incognita, M. hapla and Heterorhabditis bacteriophora*) and free-living (*Panagrellus redivivus, Pristionchus pacificus, C. remanei and C. elegans*) nematodes (Supplementary Table S5). By comparing the average number of elements in each family between parasitic and free-living nematodes, we derived a simple metric to decide if a family had a tendency to be enriched in one of the two lifestyles (see Materials and Methods). The families enriched in parasitic nematodes are, ACEA_U3 (a snoRNA), SeC (a tRNA), mir-100/mir-10, mir-227, mir-2b, mir-2444, and mir-4455 (microRNAs), all of which have at least twice the number of elements on average in the parasites (Supplementary Fig. S2). Although the correlation between these families and parasitism needs to be further investigated, this is a first indication that these ncRNA families might have a functional role in the pathogenic lifestyle.

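Small RNA libraries were made from infective juveniles of *S. carpocapsae* strain Breton, the free-living stage that enters the insect, after 2 h with hemolymph of *Galleria mellonella* (the greater wax moth) or with buffer as control. There were 3 libraries of each condition, numbered 1, 2 and 4 in both. The authors trimmed the adaptors, mapped the reads to their own assembly with at most 1 mismatch, kept reads of 20 to 24 nucleotides and counted those that overlapped a mature miRNA annotation by at least 1 nucleotide. The deposited values are these raw counts, without normalization. The control libraries held 2958592, 2746249 and 2507477 counts for replicates 1, 2 and 4, and the hemolymph libraries 3227508, 2917723 and 2249057. Differential expression was tested here with the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment, after the filter, the normalization and the false discovery rate (FDR) threshold of 0.1 given in the paper's methods. CPM, the unit of that filter, stands below for counts scaled to library size after that normalization. How a read that matches more than 1 annotated locus was counted is not given in the sources used here. Such a read may have been counted at each locus, so counts of near-identical miRNAs may not be independent. With 3 libraries against 3, an exact permutation test of a single miRNA cannot give a two-sided p below 0.1.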

To complement these bioinformatic predictions we performed small RNA-seq of *S. carpocapsae* with and without induction with insect hemolymph. We obtained a total of 42.8 million reads from 6 libraries. 

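The raw reads given for the 6 libraries sum to 42813783. Hemolymph replicates 1, 2 and 4 had 7787904, 7161335 and 6799191 reads, and control replicates 1, 2 and 4 had 7046536, 7297413 and 6721404. The counts on mature miRNAs sum to 16606606 over the 6 libraries. They came to 42.0%, 37.6% and 37.3% of the raw reads in control replicates 1, 2 and 4 and to 41.4%, 40.7% and 33.1% in hemolymph replicates 1, 2 and 4, so the ranges of both conditions overlap.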

Less than 10% of the cleaned reads failed to map to the genome (see Materials and Methods), another indication that the genome assembly is very complete. We used two of the most popular tools to annotate known and novel microRNAs using small RNA sequencing data: miRDeep^17^ and ShortStack^18^. Both tools coincided in predicting 100 miRNAs, while miRDeep predicted an additional 162, and ShortStack 25 more, giving a total of 287 miRNA hairpins, each with a potential 5′ and 3′ mature product (Supplementary Table S6). These predictions followed an expected length distribution, with a dominant peak centred at 22 nucleotides. 

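The count table lists both arms of the 287 hairpins, 574 mature miRNAs. Counts were found on both arms of 233 hairpins and on 1 arm of the other 54. The 100 hairpins predicted by both programs held 67.6% ± 2.17 (SD, n = 6 libraries) of the counts, with a median of 1472 counts per hairpin over all libraries. The 162 hairpins predicted by miRDeep alone held 25.7% ± 1.92 (SD, n = 6), with a median of 106.5 counts, and the 25 predicted by ShortStack alone held 6.75% ± 0.622 (SD, n = 6), with a median of 105 counts. At least 1 arm passed the expression filter in 85 of the hairpins predicted by both programs, in 106 of those from miRDeep alone and in 17 of those from ShortStack alone.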

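Of the 574 annotated mature sequences, 281 (49.0%) are 22 nucleotides long and 156 (27.2%) are 23 nucleotides long. Lengths of 21 and 20 nucleotides follow with 71 and 26 sequences. Weighted by their counts over the 6 libraries, annotated sequences of 22 nucleotides take 59.9% of the counts, those of 21 nucleotides 22.5% and those of 23 nucleotides 11.1%. These are the lengths of the annotated sequences, and the lengths of the single reads were not analysed here.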

Of the sRNA sequencing reads of 20–24 nucleotides that mapped to the genome, 83% overlapped with the 287 miRNA hairpins (Supplementary Fig. S3). Interestingly, we detected a large number of novel miRNA genes, since only 25 out of the 287 predicted miRNA hairpins correspond to known miRNAs according to homology searches. 

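In the deposited annotation 26 of the 287 hairpins carry the name of a known miRNA, with miR-84, which was identified by a manual search, among them, and 261 carry none. Of the 26 known hairpins 15 were predicted by both programs and 11 by miRDeep alone. The known hairpins took 50.2% of all counts and the new predictions 49.8%. An arm passed the expression filter in all 26 known hairpins and in 182 of the 261 new predictions.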

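For each hairpin the abundance of its more abundant arm was taken as the mean of log2(CPM + 0.5) over the 6 libraries. The median was 9.70 for the 26 known hairpins and 3.21 for the 261 new predictions, a difference of 6.50 (two-sided permutation test over hairpins with 100000 resamples, p = 1e-05, the smallest these resamples can give). Hairpins are not replicates, so this p describes the annotated set in these libraries. Among the known hairpins, 25 lay above the median of all hairpins, and the lowest had a value of 3.43. The difference was smallest, 4.75, when only hairpins past the expression filter were compared. Ranked by mean CPM, the 20 most abundant mature miRNAs held 93.3% of the counts, and 10 of them belong to hairpins with no known name. The most abundant of these 10 were Cluster_20102_3p with 154169 CPM, Cluster_5191_3p with 92544 CPM and Cluster_11592_5p with 64684 CPM. The remaining 7 ranged from Cluster_20865_3p with 40539 CPM to Cluster_6171_5p with 4046 CPM. The known miRNAs among the 20 ranged from miR-81-3p with 320555 CPM and miR-61-3p (Cluster_3984_3p) with 62194 CPM to miR-9 (Cluster_14603_5p) with 4309 CPM. When only names assigned by miRDeep2 counted as known, 13 of the 20 had no name, and without control replicate 4 the number was 9.

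**Figure D1:**
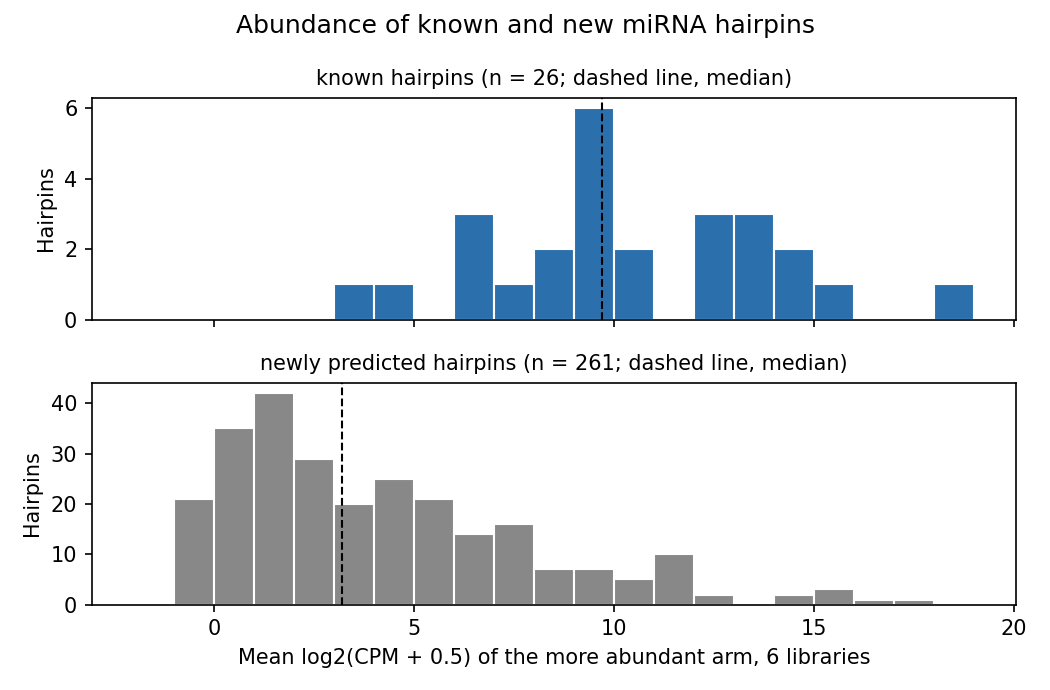
Histograms of the abundance of miRNA hairpins, as the mean log2(CPM + 0.5) of the more abundant arm over the 6 libraries (x axis), with the number of hairpins on the y axis, for the 26 known hairpins (top) and the 261 new predictions (bottom). The dashed lines mark the medians, 9.70 and 3.21.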

Although the majority of the conserved miRNAs tend to have high expression in our experiments, half of the 20 most highly expressed miRNA predictions correspond to novel sequences (Supplementary Table S7). This confirms the great diversity of ncRNA genes that are species or lineage specific, and highlights the importance of using experimental data when annotating genomes, particularly for species that are distant to well annotated model organisms.

We were also interested to see if any of the microRNAs that we detected changed their expression in response to insect haemolymph. None of the miRNAs showed a significant decrease in expression, but five increased their expression after hemolymph induction (Supplementary Table S7 and Supplementary Fig. S4). These miRNAs were miR-84–3p, miR-84-5p, miR-31-3p, let-7-5p and Cluster_21397_3p (a new prediction with no similarity to known miRNAs). 

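Of the 302 mature miRNAs tested, 3 were higher after hemolymph at an FDR under 0.1 in the quasi-likelihood test of edgeR, miR-84-3p, miR-31-3p and miR-84-5p, and 0 were lower. At an unadjusted p under 0.05 the same test gave 13 higher and 6 lower. This balance depended on the setting, with 17 higher and 1 lower under upper quartile factors, 19 and 2 without factors, 13 and 1 with raw reads as library sizes, 13 and 0 without control replicate 2, and 9 and 11 without hemolymph replicate 4. DESeq2 called 2 higher and 0 lower and limma-voom 3 higher and 0 lower. The likelihood ratio test of edgeR, which the paper's methods name, called 5 higher and 0 lower. Without hemolymph replicate 1, and likewise without hemolymph replicate 4, 1 miRNA (miR-84-3p) remained higher, and without hemolymph replicate 2 there were 2. Among the miRNAs with a negative log2 fold change, the smallest p values belonged to miR-81-3p, Cluster_8790_5p and Cluster_9139_3p. Their log2 fold changes were -0.26 (adjusted p = 0.472), -0.72 (adjusted p = 0.472) and -0.25 (adjusted p = 0.714) in the quasi-likelihood test of edgeR. From the miRNAs past the threshold in its own test, the paper states that expression increased after induction and that none decreased.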

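The hairpin of miR-84 (Cluster_19164) lies on scaffold 50 of the authors' Breton assembly, from 244462 to 244521 on the minus strand. Its 3p arm had 38.3 ± 6.41 CPM with hemolymph and 10.4 ± 0.719 CPM in the control (SD, n = 3 libraries each), a log2 fold change of 1.89 (standard error 0.18, adjusted p = 0.00046, quasi-likelihood test of edgeR). Its 5p arm had 112 ± 15.7 CPM with hemolymph and 51.5 ± 14.7 CPM in the control (SD, n = 3 each), a log2 fold change of 1.12 (standard error 0.21, adjusted p = 0.0364 in the edgeR test). The adjusted p of the 5p arm was 0.342 without hemolymph replicate 1 and 0.177 without hemolymph replicate 4. Its log2 fold change hardly moved, at 1.04 without hemolymph replicate 1 and 1.05 without hemolymph replicate 4. The 3p arm of miR-31 (Cluster_20239, scaffold 56 from 51406 to 51468, plus strand) rests on few reads, with 24, 24 and 14 counts in hemolymph replicates 1, 2 and 4 against 6, 6 and 3 in control replicates 1, 2 and 4. Its log2 fold change was 1.91 (standard error 0.31, adjusted p = 0.0218 in the edgeR test), and 0.115 was the adjusted p in DESeq2. The 5p arm of let-7 (Cluster_461, scaffold 1 from 1889555 to 1889617, plus strand) had 37.0 ± 13.7 CPM with hemolymph and 20.1 ± 3.08 CPM in the control (SD, n = 3 each), a log2 fold change of 0.90 (standard error 0.26, adjusted p = 0.366 in the edgeR test). Hemolymph replicate 1 held 183 of its reads, against 86 and 65 in replicates 2 and 4, and without that library the log2 fold change was 0.55. The 3p arm of Cluster_21397 (scaffold 64 from 40276 to 40298, minus strand) had 21.8 ± 1.62 CPM with hemolymph and 13.4 ± 2.87 CPM in the control (SD, n = 3 each), a log2 fold change of 0.70 (standard error 0.19, adjusted p = 0.306 in the edgeR test). Its reads are largely shared with other loci, since only 4 of the 41 reads that ShortStack placed at this hairpin mapped uniquely. In the likelihood ratio test of edgeR the adjusted p of let-7-5p was 0.0405 and that of Cluster_21397_3p 0.0771, and with no filter the quasi-likelihood test gave 0.0443 for let-7-5p. For each of these 5 miRNAs every hemolymph library lay above every control library (exact permutation test of 3 against 3, two-sided p = 0.1, which counts complete separation in either direction). The paper picked these 5 from the same libraries, so this separation is no independent support.

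**Figure D2:**
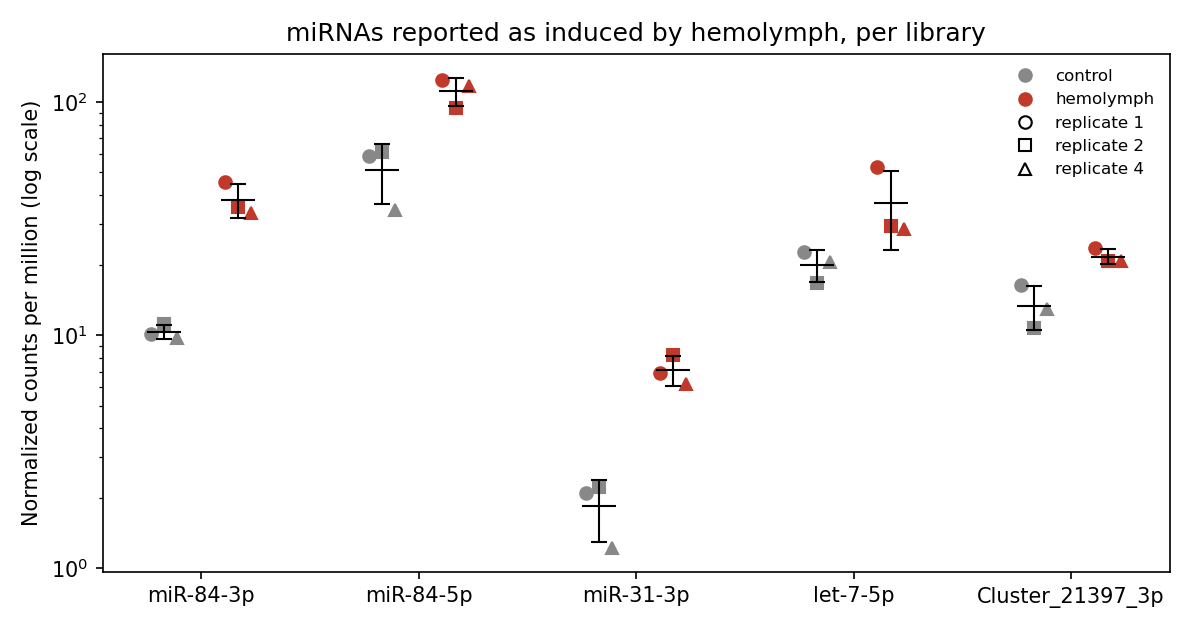
CPM (y axis, log scale) of the 5 miRNAs in each of the 3 control libraries (grey) and 3 hemolymph libraries (red), with the mean and SD as black bars and the replicate number as the symbol. For let-7-5p hemolymph replicate 1 lies apart from replicates 2 and 4.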

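The arms of a hairpin were compared within each library for the 94 hairpins with both arms past the filter. In 1 hairpin, miR-31, the ratio of the arms differed between the conditions (adjusted p = 0.000602, edgeR's test of differential arm use on the quasi-likelihood model). Its log2 ratio of 3p to 5p counts was -6.71 ± 0.11 with hemolymph and -8.68 ± 0.49 in the control (SD, n = 3 libraries each). A call of 1 hairpin is weak on its own. In simulated data with no change, 7 of 20 draws gave a call. Of the 10 ways to split the 6 libraries 3 against 3, 3 gave at least 1 hairpin, the real split among them. Without any 1 hemolymph library the 3p arm of miR-31 fell below the filter and the call was lost. The more abundant 5p arm of miR-31 changed little, with 760 ± 51.2 CPM with hemolymph and 815 ± 50.7 CPM in the control (SD, n = 3 each). For miR-84 the adjusted p of the arm ratio was 0.221 and for let-7 it was also 0.221, in the same edgeR test. The 3p arm of let-7 had a log2 fold change of -0.06 (adjusted p = 0.942, quasi-likelihood test of edgeR). The 5p arm of Cluster_21397 did not pass the filter, with 3 to 6 counts per library, and its listed position (40314 to 40338) lies beyond the end of the listed hairpin (40200 to 40305). The listed intervals of some other hairpins are too short to hold both arms, as in Cluster_2094 with 22 nucleotides.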

Interestingly, the induced miRNAs included miR-84 and let-7, members of the let-7 family of miRNAs that are important players during development. 

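The seed of the let-7 family, GAGGUAG at positions 2 to 8 from the 5′ end, occurs in 3 of the 574 annotated mature sequences. They are let-7-5p (UGAGGUAGUAGGUUGUAUGGUU), miR-84-5p (UGAGGUAGUUUCAAAGAUUGGAG) and Cluster_18228_3p (UGAGGUAGACUUUGUUAUGUC), which carries no known name and lies on scaffold 44 from 259744 to 259764. Cluster_18228_3p had 31.2 ± 1.41 CPM with hemolymph and 35.9 ± 2.83 CPM in the control (SD, n = 3 libraries each), an abundance close to that of let-7-5p. Its log2 fold change was -0.20 (standard error 0.13, adjusted p = 0.723, quasi-likelihood test of edgeR).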

In *Caenorhabditis elegans*, double mutants of miR-84 and miR-48 (another let-7 family member) show a delayed moulting phenotype and accumulate a double cuticle^19^. This is interesting because *S. carpocapsae* infective juveniles have a double cuticle that is lost upon entering the insect host^8^. The up-regulation of miR-84 and let-7 could thus be involved in the moulting process, triggered by the contact with insect hemolymph.

### Differentially expressed proteins

During infection, the nematodes first invade the insect intestine and then cross the intestinal wall by expressing putative effectors that facilitate parasite penetration to the hemocoel, where they continue to counteract insect defences^10^,^20^. Therefore, we were interested in comparing the soluble proteins from Infective Juveniles (IJs) induced with either insect intestines or insect hemolymph, against non-induced controls. We opted for a detection strategy combining shotgun proteomics strategy, with two-dimensional electrophoresis (2DE), and SDS-PAGE, that resulted in the identification of 7,527 proteins. By eliminating duplicates (proteins that were detected more than once), we obtained 3,773 non-redundant proteins (Supplementary Table S2). Among the non-redundant proteins, 1,625 were expressed in the three conditions, 155 were only expressed under both hemolymph and intestine induction, and 349 were expressed in the control and one other condition. In addition, 489 proteins were exclusively expressed in nematodes induced with intestine, 510 in those induced with hemolymph, and 645 in the non-induced controls (Fig. 3). This suggests that specific activities occur at different stages during the pathogenic process. Proteins expressed specifically in the induced conditions, were associated with functional categories (GO terms) using Blast2GO (Supplementary Figs S5 and S6). We found four GO terms enriched among the 489 proteins expressed exclusively in the intestine-induced sample, 10 GO terms in the 510 proteins of the hemolymph-induced sample, and 8 GO terms in the 1,154 combined proteins from both induction conditions (Fisher’s exact test, p < 0.05); in all cases in relation to the untreated control (Supplementary Table S8). One of the differentially expressed proteins was a transthyretin-like protein (TLP). Unlike transthyretins, which are known for transporting thyroxine and related molecules, the function of TLPs is not well understood^21^. They seem to have a role in the uricase reaction pathway as 5-hydroxyisourate hydrolases^22^. Their abundance in parasitic nematodes and more specifically their expression during parasitic stages, suggests an involvement of TLPs in parasitism^22^,^23^. We also found other differentially expressed peptides in the parasitic stages of *S. carpocapsae* that, being found in other parasites, could be involved in the infective processes (Supplementary Table S2).

### Proteases and excretory/secretory proteins

We found all types of proteases in the genome of *S. carpocapsae.* Proportions of most of them (Aspartic, Cysteine, and Threonine) are similar to the proportions found in free-living (*C. elegans*), necromeric (*P. pacificus*), and parasitic (*B. malayi, Strongyloides ratti*) nematodes. However, the amount of serine proteases in *S. carpocapsae* and *P. pacificus* genomes is higher than in other nematodes (39% and 33.2% of all proteases, respectively); while in *S. carpocapsae* the percentage of metalloproteases, although high (31%), is the lowest in the comparison (the highest is in the *Strongyloides ratti* genome with 52%).

Excretory/secretory (ES) products are complex mixtures of hundreds of different proteins that are thought to have important roles in the life cycle of a parasite and during host-parasite interactions^24^. A total of 1,421 putative excreted proteins were predicted in the genome (see Methods), including various families of proteases, protease inhibitors, cuticular collagens, and C-type lectins, as well as putative signalling molecules such as warthog, ground and ground-like proteins (Supplementary Table S9). Some ES proteins are predicted to be involved in immuno-evasion; such as collagen^25^, whereas others play crucial roles in the suppression of host immune responses by mimicking host molecules, such as C-lectin^26^,^27^. Furthermore, C-lectins have been found to be upregulated in *Ancylostoma ceylanicum* at the onset of heavy blood feeding from the host^28^. We also found three putative copies of parasitic stage specific protein 1, a protein without known domains, which is present in several parasitic nematodes and is expressed during the transition to the parasitic lifestyle in *Haemonchus contortus*^29^. Other interesting putative secreted peptides in the *S. carpocapsae* genome were lipases, saposins, and transthyretin-like protein, all of which are expressed during early parasitic stages in *H. contortus*^29^. Serine proteases, including Sc-SP-1 and Sc-SP-3, can mediate the invasion or apoptosis of host cells^10^,^20^. Astacin metalloprotease is one of the effector molecules involved in tissue invasion of parasitic nematodes^30^. The family of papain-type aspartic and cysteine proteases are thought to have the same role in invertebrate digestion as trypsin in vertebrates^31^. Therefore, it is possible that the dependence of *S. carpocapsae* on aspartic protease activities is related to the digestion of nutrients. Cysteine proteases are involved in digestive processes or moulting and cuticle renewal in free-living and parasitic nematodes^32^,^33^.

### Orthologous proteins

We compared 7,724 orthologous groups of proteins among several species with different lifestyles. We found 318 orthologous groups that are absent in non-pathogenic species (*Caenorhabditis angaria, C. remanei, C. briggsae, C. japonica, C. elegans, and Pristionchus pacificus*) but present in *S. carpocapsae* and in at least another pathogenic nematode (Supplementary Table S10). The annotations of these orthologues revealed enrichment of protein functions with possible associations with parasitism, such as serine proteases and other terms related to degradation and binding (Table 5). We also found 134 additional groups from the orthoMCL-DB (version 5) database that are present in the genome of *S. carpocapsae* but not in the other tested species (Supplementary Table S11).

### Positive selection

Because of the co-evolutionary arms-race relationship between hosts and their pathogens, genes involved in their interaction are expected to evolve under positive selection^34^, potentially resulting in specific genomic signatures associated with their lifestyles^35^. We used the branch-sites test of positive selection^36^,^37^ to analyse 2,034 orthologous genes in three species of Clade IV nematodes (as defined in ref. 38). This test is based on a maximum likelihood estimation of the nucleotide nonsynonymous and synonymous substitutions rates. The ratio of nonsynonymous to synonymous rates (ω) can be used to identify purifying selection (ω < 1), neutral evolution (ω = 1), or positive selection (ω > 1), assessing the significance with a Likelihood Ratio Test (LRT)^36^. We found 83 genes with sites evolving under positive selection (ω > 1, LRT, p < 0.05; 14 of which had an FDR < 0.1) in *S. carpocapsae* (Table 6). Among the 83 genes, 23 GO terms were significantly enriched (Supplementary Table S12) when compared to the genes with no sites under positive selection (1,951 genes) (Fisher’s exact test, p < 0.01). Although we found more genes (95) with sites evolving under positive selection in the free-living nematode *Panagrellus redivivus*, there were no enriched GO terms among them (even with an alpha value of 0.05), indicating that the consequence of an arms-race relationship is better characterized by positive selection preferentially altering genes of specific functions than just increasing the number of positively selected genes. Although we would need to increase the number of analysed genes to increase the power of these analyses, the initial results suggest a new perspective to the co-evolutionary arms-race theories.

### Phylogenetic analysis

To explore the phylogenetic relationships of *S. carpocapsae*, we reconstructed a phylogeny using 245 proteins from strictly 1-1 orthologous genes from nine nematode species. According to Blaxter *et al*.^38^, *Steinernema* is phylogenetically closer to *Strongyloides* than to *Caenorhabditis,* as inferred from a tree reconstructed using the small subunit ribosomal DNA (18S) sequences from 53 nematode species. A similar result was obtained in a more extensive analysis using 339 18S sequences^39^. However, Montiel *et al*.^40^ found *Steinernema* to be closer to *Caenorhabditis* than to *Strongyloides* using complete mtDNA sequences. Although this discrepancy may result from differential reproductive strategies and/or differential selective pressures acting on nuclear and mitochondrial genes^40^, an analysis of large subunit ribosomal DNA sequences (28S) also showed *Steinernema* to be closer to *Caenorhabditis*^41^. Defining these relationships is relevant because if *Steinernema* is phylogenetically closer to *Strongyloides*, it could be used as a more general model for parasitism, with implications for human health. *Steinernema* is more tractable than *Strongyloides* because it does not require a vertebrate host to reproduce in the laboratory. Our new phylogenetic analysis supports *Steinernema* being closer to *Strongyloides* than to *Caenorhabditis* (Fig. 4). In addition, its basal position in relation to *Strongyloides*, gives support to the hypothesis that this vertebrate parasite originated by host shifting from an entomopathogenic ancestor^12^, in this case *Steinernema*.

### Gene functions enriched at several levels

To assess how the pathogenic lifestyle is affecting specific gene functions at different levels, we compared the GO terms enriched in the genome of *S. carpocapsae* when compared to *C. elegans* (Supplementary Table S3), with those in differentially expressed proteins due to hemolymph or intestine induction (Supplementary Table S8), and with those in genes with putative sites evolving under positive selection (Supplementary Table S12). One GO term was enriched in the genome and in differentially expressed proteins (transcription factor activity – sequence-specific DNA binding); and two GO terms in both the genome and genes under positive selection (macromolecular complex and ribonucleoprotein complex). No GO terms were shared between the three analyses. However, one protein, ATAD-3 (ATPase family AAA domain-containing protein 3), is associated with 33 enriched GO terms in the annotated sequences, and two additional enriched GO terms from genes with evidence of positive selection (Supplementary Table S13). This protein is differentially expressed in nematodes induced with insect tissues (intestines) and presents amino acid sites evolving under positive selection. Functions or proteins shared between these analyses might reveal relevant effects of the pathogenic lifestyle in the genome. A deeper analysis of positive selection (i.e. including more orthologous genes or conducting population genetic analyses) could expand the number of shared genes, which should be good candidates for further studies. In this case we have identified a putative homolog of *C. elegans*’ ATAD-3. Its deficiency in *C. elegans* causes early larval arrest, gonadal dysfunction, and embryonic lethality. It is also associated with defects in organellar structure and mtDNA depletion^42^,^43^, suggesting that ATAD-3 is important for increased mitochondrial activity during the transition to later larval stages^42^. *S. carpocapsae* needs to go through developmental changes to establish itself in the insect body during the pathogenic process, which might explain the relevance of this, and probably other mitochondria-related genes, in nematode parasitism. For example, the defective mitochondrial respiration family member protein 1, with functions in regulation of growth rate, was differentially expressed in nematodes induced with insect tissues (hemolymph) and presented evidence of positive selection. Mitochondria have been identified as important contributors to the virulence of fungal pathogens^44^, and it has been previously hypothesised that differential selective constraints in mitochondrial genes might explain discrepancies between nuclear and mitochondrial gene phylogenies in nematodes^40^. In addition, depletion of ATAD-3 in *C. elegans* resulted in reduced intestinal fat storage^42^, and it would be interesting to explore if fat metabolism might also be relevant in nematode parasitism.

## Conclusion

Our genomic analyses of *S. carpocapsae* confirm a role in pathogenicity beyond simply vectoring the symbiotic bacteria. *S. carpocapsae* shares orthologous genes with other parasitic nematodes that are absent in the free-living nematode *C. elegans*, it encodes ncRNA families that are enriched in parasites, and presents putative proteins associated with functions related to parasitism and pathogenesis. Until now, the best examples of positive selection in genes related to host-pathogen interactions were pathogen effectors and genes of the host immune and defence systems^34^. Our analyses indicate that positive selection can also alter genes belonging to other functional categories, such as metabolism and development, adding a new aspect to the arms-race co-evolutionary theories. Through a comprehensive analysis, we identified a protein, ATAD-3, suggesting a relevant role for mitochondria during the evolution of nematode parasitism that warrants further investigation. We provide additional evidence for the phylogenetically relatedness of *S. carpocapsae* to *Strongyloides*, making this high-quality genome valuable for comparative studies with potential implications for human health. Our genome also represents a useful resource to aid ongoing efforts towards the genetic improvement of entomopathogens as biological control agents as well as to better understand host-parasite interactions in nematodes.

## Materials and Methods

### Organisms, maintenance and storage

*Steinernema carpocapsae* strain Breton was obtained from Nelson Simões, and cultured using *in vitro* methods. Nematodes were grown using a modified protocol for mass production in artificial medium according to ref. 45, as well as in small-scale, on plates containing Fortified Lipid Agar (FLA) prepared with 1.6% TSB (nutrient broth), 1% vegetable oil, 1.2% bacteriological agar, and 5% yeast extract (modified from ref. 46). A near isogenic line of *S. carpocapsae* strain Breton was generated by reproduction of single couples of brother and sister for 12 generations (F12). This produces ~96% homozygosis^47^.

### DNA isolation, sequencing and quality control

Total genomic DNA was isolated from the nuclei^48^ using the phenol/chloroform extraction protocol described by Sambrook *et al*.^49^. Total DNA yield and integrity was measured with a 2100 Bioanalyzer (Agilent) using an Expert High Sensitivity DNA chip. Three high-quality libraries for Next Generation Sequencing (NGS) were prepared following manufacturer’s instructions. One shotgun 454 library was sequenced in three 454 FLX runs. One 454 paired-end library with 8-kb inserts was sequenced in two 454 FLX runs. Finally, a SOLiD shotgun library was tagged and sequenced, along with a different library (from other organisms), in a lane of SOLiD 5500xl, equivalent to half a lane of SOLiD sequencing. Low-quality sequences, base-calling duplicates and adapters were removed from all the sequence data (see below).

### Genomic assembly and filtering

All DNA-sequence reads were filtered to remove contamination of the endosymbiotic bacteria *Xenorhabdus nematophila* (Xn). A genomic dataset was created by adding the published genome of Xn strain ATCC 19061 to the unpublished genome of the Xn strain isolated from the *S. carpocapsae* strain Breton nematodes, produced in our laboratory. The dataset was used for contamination screening and filtering using GS Assembler 2.7.

Raw standard flowgram format (sff) files coming from 454 platforms were assembled using GS Assembler 2.7 with the default trimming parameters. Basespace reads coming from the SOLiD platform using the Exact Call Chemistry Module (that allows conversion from colour to basespace) were filtered to remove PCR clonal repeats as well as reads with ambiguous bases. Subsequently, sequences were filtered based on Phred quality values. Bases below Phred18 were removed from 3′ ends and only reads longer than 20 bp were kept. Filtered data were assembled into contigs using GS Assembler 2.7, and joined into scaffolds using the paired-end data.

GC-content was estimated from the scaffolds using 10-kb non-overlapping sliding windows, and GC-bias was assessed based on a frequency distribution of these data. To evaluate the completeness of the genome assembly, we followed two strategies. RNA-seq sequences representing all different stages and diverse culture conditions of *S. carpocapsae* were mapped to the final assembly using Newbler (GS Reference Mapper v.2.7). In addition, we analysed the completeness of 248 ultra-conserved core eukaryotic genes^13^. We expect a complete genome will contain a higher number of complete ultra-conserved genes.

### Estimation of genome size

Genome size was estimated from the genomic assembly using GS Assembler 2.7 and corroborated through flow cytometry of the isolated cellular nuclei of *S. carpocapsae* using the nuclei of *C. elegans* strain N2 (genome size approx. 100 Mb^50^) as a size control. Nuclei were stained with CyStain® UV Ploidy (Partec 05-5001), and fluorescence was detected at λ ≤ 420 nm and quantified using a PARTECPAII (Partec, Germany) flow cytometer with a mercury lamp (100 W UV light).

### Assessment of repeat content

Following genome assembly, repeats were identified using a combination of homology-based comparisons (using RepeatMasker^51^) and a *de novo* approach (using RepeatModeler^52^).

### Annotation of non-coding RNA

Covariance models from Rfam^53^ were used to scan the genomes using Infernal software^54^. In addition, tRNAs were predicted using tRNAscan-SE^55^ and rRNAs were predicted using RNAmmer^56^. Finally, microRNA precursor sequences (miRNA hairpins) were located using MapMi^57^, using all mature miRNA sequences from miRBase 21^58^ as input. MapMi results were filtered selecting only microRNA precursor sequences with score ≥30. Results from Rfam, tRNAscan-SE, RNAmmer and MapMi were processed within R (R: A Language and Environment for Statistical Computing; http://www.r-project.org), using ‘GenomicFeatures’ and ‘rtracklayer’ packages^59^,^60^.

To compare ncRNA families present in parasitic (*Ascaris suum, Bursaphelenchus xylophilus, Brugia malayi, S. carpocasae, Meloidogyne incognita, M. hapla, and Heterorhabditis bacteriophora*) and free-living (*Panagrellus redivivus, Pristionchus pacificus, Caenorhabditis remanei, and C. elegans*) nematodes, the average number of genes belonging to each ncRNA family, were calculated for each group. Families with at least twice the average number of genes in the parasitic compared to free-living group were selected.

### RNA isolation, sequencing and assembly

Total RNA was extracted from a pool of individuals from all lifecycle stages (eggs at different stages, L1, L2, L3, IJ, L4, and adults), cultured *in vivo* infecting *Galleria mellonella* and *Tenebrio molitor* larvae as described^61^, as well as all lifecycle stages cultured *in vitro* using the methods described in the Organisms, maintenance and storage section^45^,^46^. The final pool consisted of approximately 3 mg of individuals from each stage/condition. RNA was extracted using TRIzol (Invitrogen) according to the manufacturer’s instructions with an additional step using Qiagen RNAeasy Mini Elute Clean up columns and buffers to clean and concentrate the RNA.

An Illumina paired-end library and a 454 library were generated for RNA-seq, which were run on a full plate of MiSeq and a partial plate of a 454 FLX+, respectively. RNA-seq reads were quality filtered and mapped to the repeat-masked genome using Newbler gsmapper. Read alignments were provided to Trinity^62^ (r2013-02-25) as a coordinate-sorted bam file. Trinity was used to assemble the aligned reads. The Trinity-reconstructed transcripts were aligned and assembled using the PASA2^63^ (r20130425 beta) pipeline.

For small RNA (sRNA) sequencing, nematodes were induced for 2 hour with hemolymph of *Galleria mellonella* and with buffer as control^64^. Nematodes were grinded under liquid nitrogen and RNA was extracted with Trizol according to the manufacturer’s instructions. Six sRNA-Seq tagged libraries were prepared from three replicates of each condition, which were run in an Illumina HiSeq lane.

### Processing small RNA sequencing results

All sRNA-Seq libraries were 3′-adaptor trimmed using the reaper tool from Kraken^65^. After trimming, reads between 18 and 36 nucleotides were mapped to the genome using ShortStack 3.3^18^, setting the maximum number of mismatches to 1, no stich, multi-mappers guided by unique-mappers and removing reads that mapped to more than 101 locations. The raw and processed sRNA-Seq results were deposited in GEO (http://www.ncbi.nlm.nih.gov/geo), under accession GSE85256.

### Predicting expressed microRNA loci with miRDeep and ShortStack

When using ShortStack to annotate, we set the Dicer minimum and maximum size parameters to 18 and 36, minimum alignment coverage (mincov) to 5 and maximum distance to merge clusters (pad) to 50. To improve the predicted microRNA producing loci, we used MirDeep2^17^. The mapper.pl and miRDeep2.pl modules were used to identify known and novel microRNAs. Reads between 18 and 36 nucleotides were used, with a maximum number of mismatches of 1, and 101 maximum number of locations for multi-mapping reads. The minimum alignment coverage (-a) was set to 5, the maximum number of precursors to analyze was set to 1000, and all the mature sequences from miRBase 21 were provided. Although both programs take small RNA sequencing reads mapped to a genome to predict microRNA loci, they produce slightly different results. They coincided in predicting 100 miRNAs, while miRDeep predicted an additional 162 and ShortStack 25 more.

### Differential expression analysis of microRNAs

To focus the differential expression analysis on miRNAs, only reads in the 20–24 nucleotide length range were considered. After mapping these to the genome, on average 83% fell within miRNA hairpin and 63% within mature miRNA coordinates. For miRNA quantification, the featureCounts function of the Rsubread R package^66^ was used, asking for a minimum overlap of one nucleotide to any of the mature miRNA annotations. 

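The deposited table gives the same 302 mature miRNAs past this filter when at least 3 CPM are required in at least 3 libraries. The 272 that did not pass held 0.0205% of all counts, and 54 of them had no count in any library. Both arms passed in 94 hairpins, 1 arm in 114 and no arm in 79. The median over miRNAs of the mean count per library was 85.7 for those that passed and 1.33 for those that did not.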

For differential expression analysis, the edgeR package was used^67^. miRNAs with less than 3 counts-per-million in at least 3 libraries were removed, leaving 302 out of the 574 annotated mature miRNAs. The trimmed mean of M-values was chosen as normalization method^68^. 

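The trimmed mean of M-values gave factors of 0.964, 0.979 and 0.981 for control replicates 1, 2 and 4 and of 1.07, 0.998 and 1.01 for hemolymph replicates 1, 2 and 4. A single miRNA, miR-81-3p, took 36.1%, 34.6% and 31.5% of the counts in control replicates 1, 2 and 4 and 28.4%, 31.3% and 29.8% in hemolymph replicates 1, 2 and 4. With total counts in place of these factors the median log2 fold change of the 302 miRNAs was 0.09, against 0.02 with them.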

Genewise data dispersion was estimated with the function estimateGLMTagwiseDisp, which uses an empirical Bayes strategy^67^. Differentially expressed miRNAs were determined with a generalized linear model and gene-wise likelihood ratio tests. A False Discovery Rate threshold of 0.1 was selected to consider a miRNA to be significantly differentially expressed. 

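With common, trended and tagwise dispersions, the likelihood ratio test on the deposited counts gave log2 fold changes and FDR values that round to those of Supplementary Table S7 in all 302 rows. The adjusted p of this edgeR test was 1.8e-14 for miR-84-3p, 4.22e-06 for miR-84-5p and 4.14e-05 for miR-31-3p. Among the tested miRNAs, 161 had a positive and 141 a negative log2 fold change in the quasi-likelihood test.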

According to this threshold, five miRNAs were overexpressed in response to hemolymph treatment and none were down regulated. Cluster_19164 was identified as miR-84 by a manual sequence search on the miRBase website^58^.

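The hairpin Cluster_19164 was predicted by both programs, and all 1815 reads that ShortStack placed there mapped uniquely. Its 5p arm lies from 244499 to 244521 and had 168, 164 and 85 counts in control replicates 1, 2 and 4 against 432, 275 and 265 in hemolymph replicates 1, 2 and 4. Its 3p arm (CGGAUCUUUCUAGCUAGCUCGAG) lies from 244463 to 244485 and had 29, 30 and 24 counts in the control against 158, 104 and 76 with hemolymph.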

### Gene prediction and synteny

The *S. carpocapsae* protein-coding gene set was inferred using *de novo*, homology- and evidence-based approaches (Supplementary Fig. S7). *De novo* gene prediction was performed on a repeat-masked genome using Augustus^14^. Training models were generated using hints from a compilation of *S. carpocapsae* gene structures (CEGMA^13^ [v2.4.010312] predictions, PASA assemblies from our RNA-seq data, and 2,269 publicly available ESTs from GeneBank). The homology-based prediction was conducted with Augustus algorithms for *C. elegans* and *Brugia malayi*. Synteny was assessed on scaffolds >1 Mb using pairwise alignments with E-value < 10^−6^ and homologous regions were visualized using CIRCOS^69^. Macro-synteny was analysed using the SynFind and SynMap tools from CoGe^70^,^71^.

### Functional annotation of coding genes

Following the prediction of the protein-coding gene set, we conducted high-stringency BLASTp homology searches (E-value ≤ 10^−5^) against the NCBI non-redundant protein database. Functional annotation was performed using Blast2GO^72^. Gene ontology categories were summarized and standardized to level 2 and level 3 terms, defined using the GOslim hierarchy^73^. For the secretome prediction, the signal peptide was predicted by SignalP 4.0^74^ and Phobious^75^ employing both Hidden Markov Models and Neural Networks. Proteins were then filtered for the presence of transmembrane regions using THMMN^76^ and Phobious^75^. Subcellular localizations were identified using TargetP (≥95% specificity)^77^ and WolfPSORT^78^ (score ≥30). Proteases and protease inhibitors were identified by homology searches to the MEROPS database^79^.

### Orthologous proteins

Genes from different nematode species (*Caenorhabditis angaria, C. briggsae, C. elegans, C. japonica, C. remanei, Pristionchus pacificus, Ascaris suum, Brugia malayi, Bursaphelenchus xylophilus, Heterorhabditis bacteriophora, Haemonchus contortus, Loa loa, Meloidogyne hapla, M. incognita, Onchocerca volvulus, Panagrellus redivivus, S. carpocasae, Strongyloides ratti, Trichinella spiralis, and Wuchereria bancrofti*) were assigned to OrthoMCL^80^ orthologous groups, and the presence or absence of groups was compared among the different species using ad hoc scripts from scriptome (http://archive.sysbio.harvard.edu/csb/resources/computational/scriptome/UNIX/).

### Additional bioinformatics analyses and use of software

Data analysis was conducted in a UNIX environment or Microsoft Excel 2007 using standard commands. Bioinformatic scripts required to facilitate data analysis were designed using bash, GNU coreutils, Perl, and Python.

### Proteomic analysis

#### Sample preparation

Nematodes were induced as described^64^ with slight modifications. A pool of approximately 25,000 nematodes were induced with either hemolymph or intestine of *Galleria mellonella*. To obtain hemolymph we grinded *G. mellonella* larvae in liquid nitrogen, added a volume of cold Tyrode’s solution (NaCl 0.8%, KCl 0.02%, CaCl_2_ 0.02%, MgCl_2_, 0.02%, NaH_2_PO_4_, 0.005%, NaHCO_3_, 0.1%, and glucose, 0.1%) and sonicated at a frequency of 20 kHz. Then we centrifuged at 1700 rcf for 15 min at 4 °C, obtaining three phases, of which the middle one corresponded to hemolymph. Intestines were dissected from insect larvae, collected on a watch glass and rinsed several times with sterile saline solution (NaCl 0.8%) to eliminate any trace of hemolymph or other remains. Nematode infecting juveniles (IJs) were superficially disinfected with 2% sodium hypochlorite during 10 min, and rinsed three times with sterilized water. According to our experience, this treatment is enough to kill all surface bacteria and fungi from the nematodes while keeping them viable. Washed nematodes were then transferred to a 90 × 15 mm Petri dish containing 7 ml of Tyrode’s solution with 10% of *G. mellonella* hemolymph (v/v) or 10% of intestines (w/v), and 1% Nalidixic acid, to avoid contamination. Previous experience in the Simões lab has shown that 10% of hemolymph is needed to induce recovery of the IJs and to allow them to complete their life cycle. The same concentration of intestines was used as a first approximation to understand the effects of insect intestines on protein expression. Different pools of nematodes were incubated under agitation (40 rpm) at 25 °C for 1, 2, 4 and 8 hours, and analysed separately. To determine these time points we followed the infection process *in vivo*, by conducting dissections at regular intervals, to understand the kinetics of the infection. We observed that after entering the intestine, it took the nematodes one hour to start traversing the intestine wall and at two hours, most of them were in the hemocoel. We included two additional time points to capture proteins expressed lately in the infection process; stopping at 8 hours because at this point the nematodes start to release the symbiotic bacteria^81^. Nematodes without induction were used as a negative control. Nematodes were grinded in liquid nitrogen and suspended in lysis buffer (7 M urea, 2 M thiourea, 3% CHAPS) with protease inhibitor mix GE and sonicated at a frequency of 20 kHz. After centrifugation (1 min at 16,000 rcf) and filtering (0.45 μm Millex-HV PVDF, Millipore), the supernatant was precipitated with the 2D Clean-up kit (GE Healthcare), resuspended in DeStreak solution (GE Healthcare Cat. No. 17600318), and quantified with the Bradford Method^82^ (BioRad Protein Assay Dye Cat. No. 500-0006).

#### SDS-PAGE and 2D electrophoresis

Protein samples (80 μg) were loaded onto the SDS-PAGE and ran at 100 V in a vertical Mini-PROTEAN Tetra cell BioRad. Gels were stained with Coomassie blue. Isoelectric focusing was performed using GE Healthcare Immobiline strips pH 3-10 and DryStrip pH 4–7, in both cases of 7 cm of length. Isoelectric focusing was performed on a Multiphor II (GE Healthcare) using the conditions recommended by the manufacturer. The second dimension was run on 13% polyacrylamide gels.

#### Shotgun proteomics

Two hundred μl of the total protein extract was fractionated by isoelectric focusing in an IEF ZOOM® Fractionator system (Life Technologies) using the protocol described by the manufacturer. The protein pellet was passed through a reduction/alkylation process with urea (6 M), dithiothreitol (DTT) at a final concentration of 5 mM, and iodoacetamide (IAA) at a final concentration of 15 mM. Peptides were digested with trypsin (Promega) overnight at 37 °C and desalted with a Macro Spin Column (Nest Group). Thirty μg of protein from each fraction were then analyzed by LC-MS/MS in the Proteomics Facility of the UC Davis Genome Center. A Thermo Scientific Q Exactive Orbitrap MS spectrometer was used in conjunction with a Proxeon Easy-nLC II HPLC (Thermo Scientific) and a source Proxeon nanospray using a column 100 micron × 25 mm Magic C18 5U 100 Å reverse phase. The MS/MS spectra were acquired using the TOP15 method following the equipment manufacturer’s instructions. All analyses were run in duplicates, including treatment samples and controls. ProteinPilot (v4.5), Mascot (v2.4), MaxQuant (v1.3.0.5), and Sequest (v1.3) software were used to identify peptides and proteins in each sample (see software references in Supplementary Table S2). In all cases, a tolerance in the mass measurement of 50 ppm in MS mode and 0.5 Da for MS/MS ions was used, with a significant threshold set to p < 0.05 and a confidence value ≥95%, with the exception of MaxQuant, in which the peptide mass tolerance was of 20 ppm, the fragment mass tolerance of 0.5 Da, and the confidence value was ≥99%. Modifications allowed were carbamidomethylation C (fixed), deamination NQ (variable), and oxidation M (variable).

Proteins detected in at least one sample replica and undetected in the two control replicates were considered as differentially expressed proteins. Proteins detected in at least one of the control replicates, but undetected in the two sample replicates were considered differentially suppressed proteins. Annotation and functional enrichment of differentially expressed proteins were performed with Blast2GO^72^. The Fisher Exact Test was used to compare the GO terms identified under the different induction conditions (hemolymph or gut) with the nematodes without induction.

### Phylogenetic analysis

Protein sequences of all organisms were downloaded from WormBase (ftp.wormbase.org release WS241 29-Nov-2013). Orthologous genes for nine species were identified with OrthoMCL (v5)^80^. A total of 245 orthologous proteins were aligned with MUSCLE (v3.8.31)^83^. Phylogenetically informative blocks were recovered with Gblocks^84^ and the best-fit evolutionary model for each aligned protein was predicted by ProtTest^85^. MrBayes^86^ was used for phylogenetic reconstruction using concatenated alignments. Partitions were created by grouping proteins according to their best-fit model, i.e. each partition contained all the proteins evolving under the same model. A mixed model was applied to each partition, with different G, I, and F parameters and unlinking the model between partitions. To check for convergence, two runs with four chains each were performed. The analysis was run for 1,000,000 generations, and a burn-in of 25% was used. *Brugia malayi* and *Ascaris suum* were used to root the tree because these species were the most phylogenetically basal of the nine nematode species in the phylogenies obtained by both Blaxter *et al*.^38^ and Nadler *et al*.^41^.

### Analysis of positive selection

We used protein-coding genes from *Panagrellus redivivus, Strongyloides ratti* and *Steinernema carpocapsae*, all nematodes from phylogenetic clade IV, according to Blaxter *et al*.^38^. All nucleic and amino acid sequences, except for *S. carpocapsae*, were downloaded from WormBase (ftp.wormbase.org release WS241 29-Nov-2013). Orthologues proteins obtained with OrthoMCL (v5)^80^ were aligned with ClustalW2 (v2.1)^87^. After selecting phylogenetically informative sites with Gblocks^84^, and estimating the best-fit model with ProtTest^85^, we reconstructed a consensus phylogenetic tree with PhyML (v.3.0)^88^. A nucleotide alignment based on the complete amino acid alignment was obtained with RevTrans (v1.4)^89^ to preserve codon homology. The tree and the nucleotide alignments of each orthologous gene were used to assess signatures of natural selection with Codeml from the PAML package (v.4.6)^90^, using the Branch-site model to identify genes with sites under positive selection. Annotation and functional enrichment in genes with positively selected sites were performed with Blast2GO^72^.

## Additional Information

**How to cite this article**: Rougon-Cardoso, A. *et al*. The genome, transcriptome, and proteome of the nematode *Steinernema carpocapsae*: evolutionary signatures of a pathogenic lifestyle. *Sci. Rep.* **6**, 37536; doi: 10.1038/srep37536 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Figures S1–S7

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

Supplementary Table S9

Supplementary Table S10

Supplementary Table S11

Supplementary Table S12

Supplementary Table S13

## Figures and Tables

**Figure 1:**
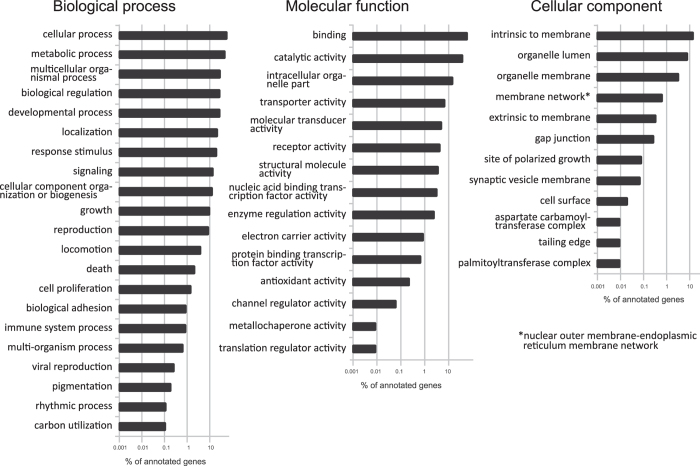
Enrichment analysis of GO terms in annotated sequences of *Steinernema carpocapsae,* in relation to those in *Caenorhabditis elegans*.

**Figure 2:**
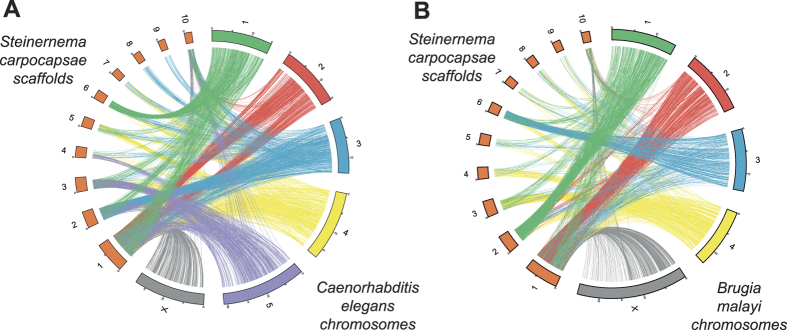
Schematic representation of shared sequences between *Steinernema carpocasae* and (**A**) *Caenorhabidits elegans*, or (**B**) *Brugia malayi*, both based in HSPs (E-value < 1e-6).

**Figure 3:**
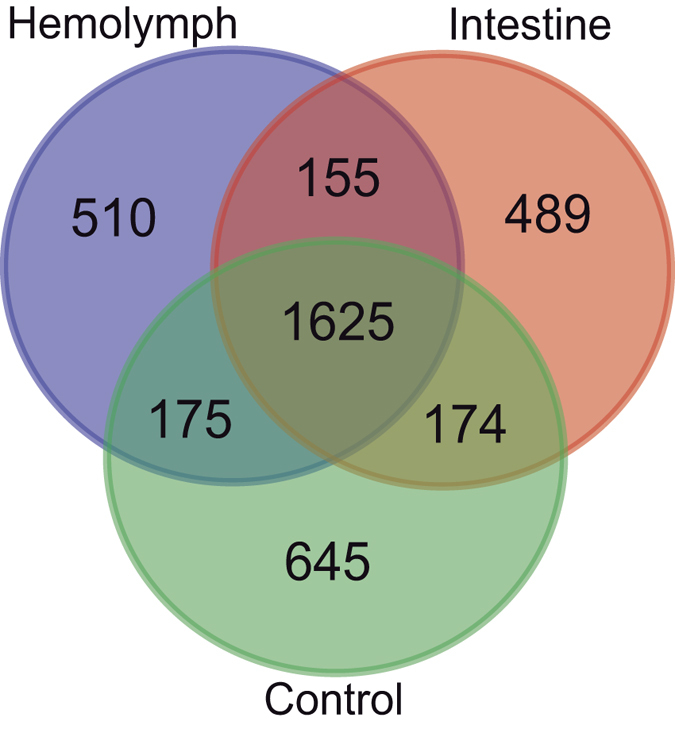
Non-redundant soluble proteins expressed after induction of *Steinernema carpocapsae* IJs with insect intestines, hemolymph or non-induced control.

**Figure 4:**
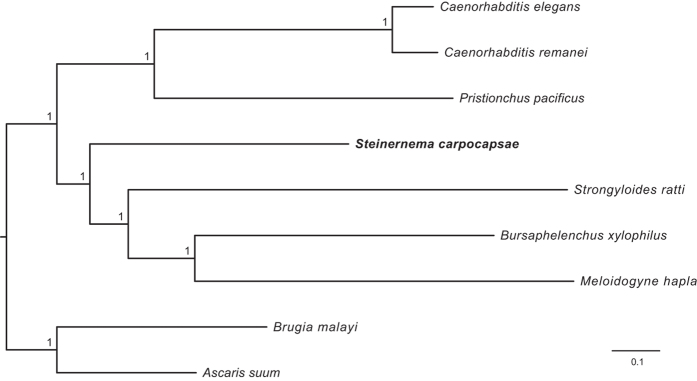
Bayesian phylogenetic tree reconstructed from the concatenated alignment of 245 orthologous proteins of nine nematode species. Numbers in branches are posterior probabilities.

**Table 1:** Summary of sequencing data from *Steinernema carpocapsae* strain Breton, compared to the sequencing data of the strain All^11^.

Strain	Source	Library type	Platform	No. of runs	No. of reads (Millions)	Average read length (bp)	Insert size (bp)
Breton	DNA	Shotgun	454 GS FLX	3	33.41	357	—
		Paired-end	454 GS FLX	2	27.85	334	8000
		Shotgun	SOLiD 5500xl	~Half lane	24.94	75	—
	RNA	Shotgun cDNA	454 GS FLX +	Half plate	0.09	288	—
		Paired-end cDNA	Illumina MiSeq	1	15.18	201	—
	sRNA	Shotgun	Illumina HiSeq 2500	1 lane (6 tagged libraries)	42.81	51	—
All	DNA	Paired-end	Illumina Genome Analyzer IIx	1	85.76	75	400
		Paired-end	Illumina Genome Analyzer IIx	1	103.09	100	350
		Paired-end	Illumina HiSeq 2000	1	131.59	100	1800
	RNA	Paired-end cDNA	Illumina Genome Analyzer IIx	4 (each from a different developmental stage)	260.86	75	200

**Table 2:** Summary statistics of assembly and annotation of the genome of *Steinernema carpocapsae* strain Breton, compared to the assembly of the strain All^11^.

Strain	Breton	All
Sequencing depth	32X	330X
Estimated genome size in megabases (GSAssembler 2.7)	111.3	85.6
(Flow Cytometry)	~110	Not determined
Number of scaffolds	347	1,578
Total number of base pairs within assembled scaffolds	84,613,633	86,127,942*
N50 Scaffold length (bp)	1,245,171	299,566
Largest scaffold (bp)	8,793,593	1,722,607
GC content of whole genome (%)	45.67	45.53
Repetitive sequences (%)	6.99	7.46
Proportion of genome that is coding (exonic) (%)	19.72	38.8*
Proportion of genome that is transcribed (exons + introns) (%)	42.09	50.31*
Number of putative coding genes	16,333	28,313
Number of non-coding RNAs	1,317	Not determined
Mean gene size (bp)	2,681	2,030
Mean coding sequence length per gene (bp)	1,257	1,046*
Average exon number per gene	6	5
Average gene exon length (bp)	222.37	212
Average gene intron length (bp)	145.44	194
GC content in coding regions (%)	52.49	51.86
Functionally annotated genes (according to BLAST2GO default parameters)	10,395 (63.6%)	Not determined

^*^Calculated from version PRJNA202318.WBPS6 obtained from www.wormbase.org.

**Table 3:** Enriched GO terms in the genome of *Steinernema carpocapsae* and in at least two other pathogenic species but not in the free-living nematode *Pristionchus pacificus*, as compared to the free-living nematode *Caenorhabditis elegans*.

GO-ID	Term	Sc	As	Bm	Bx	Di	Hb	Ll	Mh	Mi	Ov	Sr	Ts	#Sp
GO:0005524	ATP binding	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	12
GO:0003743	translation initiation factor activity	↑	↑	↑		↑	↑	↑	↑	↑	↑	↑	↑	11
GO:0003964	RNA-directed DNA polymerase activity	↑	↑	↑	↑	↑	↑		↑	↑	↑	↑	↑	11
GO:0006278	RNA-dependent DNA replication	↑	↑	↑	↑	↑	↑		↑	↑	↑	↑	↑	11
GO:0015074	DNA integration	↑		↑	↑	↑	↑	↑	↑	↑	↑	↑	↑	11
GO:0034754	cellular hormone metabolic process	↑	↑			↑		↑	↑	↑	↑	↑	↑	9
GO:0019915	lipid storage	↑	↑		↑	↑		↑	↑				↑	7
GO:0008284	positive regulation of cell proliferation	↑	↑				↑	↑			↑	↑		6
GO:0004190	aspartic-type endopeptidase activity	↑			↑				↑	↑		↑	↑	6
GO:0006446	regulation of translational initiation	↑	↑	↑				↑						4
GO:0006744	ubiquinone biosynthetic process	↑		↑		↑					↑			4
GO:0008270	zinc ion binding	↑		↑						↑			↑	4
GO:0045333	cellular respiration	↑		↑		↑					↑			4
GO:0055114	oxidation-reduction process	↑					↑		↑	↑				4
GO:0006913	nucleocytoplasmic transport	↑			↑							↑		3
GO:0015992	proton transport	↑			↑				↑					3
GO:0046339	diacylglycerol metabolic process	↑			↑					↑				3
GO:0004180	carboxypeptidase activity	↑				↑						↑		3
GO:0006886	intracellular protein transport	↑					↑					↑		3
GO:0009792	embryo development ending in birth or egg hatching	↑					↑					↑		3
GO:0006821	chloride transport	↑							↑			↑		3
GO:0004252	serine-type endopeptidase activity	↑								↑			↑	3

*Sc, Steinernema carpocapsae*; As, *Ascaris summ*; Bm, *Brugia malayi*; Bx, *Bursaphelenchus xylophilus*; Di, *Dirofilaria immitis*; Hb, *Heterorhabditis bacteriophora*; Ll, *Loa loa*; Mh, *Meloidogyne hapla*; Mi, *M. incognita*; Ov, *Onchocerca volvulus*; Sr, *Strongyloides ratti*; Ts, *Taenia solium*; ↑, enriched term in that species (and in *S. carpocapsae* but not in *P. pacificus*) as compared with *C. elegans*.

**Table 4:** Percentage of genes located in single chromosomes (Chr) of *Caenorhabidtis elegans* (Ce, above) or *Brugia malayi* (Bm, below) that match genes located in single scaffolds of *Steinernema carpocapsae*.

*Steinernema carpocapsae*											
	Scaffold	01	02	03	04	05	06	07	08	09	10
	Total genes	1761	864	638	333	332	540	406	409	273	399
Ce (%)	Chr1	5.91	5.90	4.23	1.20	4.82	55.37	3.69	6.60	5.13	6.77
	Chr2	30.44	7.06	6.90	4.20	23.49	7.96	6.65	5.87	6.59	9.27
	Chr3	5.79	37.73	3.76	5.11	5.42	5.19	5.91	7.09	6.96	9.02
	Chr4	10.96	8.22	7.99	4.20	24.40	7.04	7.14	8.80	44.32	8.02
	Chr5	6.93	6.71	39.34	23.12	5.12	6.30	5.42	5.87	5.13	9.77
	ChrX	26.69	4.05	5.33	4.20	4.22	5.19	18.23	17.85	5.49	27.82
	Without match	13.29	30.32	32.45	57.96	32.53	12.96	52.96	47.92	26.37	29.32
Bm (%)	Chr1	4.09	37.96	4.08	3.30	3.92	5.19	2.96	1.71	5.86	3.26
	Chr2	27.77	5.90	4.86	4.20	21.39	4.81	5.42	6.60	5.49	4.76
	Chr3	3.92	2.78	2.35	1.80	3.61	55.93	2.22	2.69	2.93	2.76
	Chr4	2.90	5.90	37.30	18.92	3.01	5.00	3.45	3.91	4.03	3.26
	ChrX	26.35	7.41	9.40	6.91	19.28	8.52	22.17	21.27	36.63	35.09
	Without match	34.98	40.05	42.01	64.86	48.80	20.56	63.79	63.81	45.05	50.88

**Table 5:** Enrichment of Gene Ontology (GO) terms of orthologs abscent in non-pathogenic nematodes (*Caenorhabditis angaria, C. remanei, C. briggsae, C. japonica, C. elegans, and Pristionchus pacificus*) and present in *S. carpocapsae* and at least another parasitic nematode compared to *C. elegans* GO terms.

GO-ID	Term	Category	FDR	P-Value
GO:0045449	regulation of transcription, DNA-dependent	P	4.30E-16	8.08E-20
GO:0004252	serine-type endopeptidase activity	F	7.73E-15	2.90E-18
GO:0005667	transcription factor complex	C	8.03E-12	4.52E-15
GO:0008236	serine-type peptidase activity	F	1.25E-11	1.17E-14
GO:0017171	serine hydrolase activity	F	1.25E-11	1.17E-14
GO:0045941	positive regulation of transcription, DNA-dependent	P	2.16E-05	2.44E-08
GO:0004175	endopeptidase activity	F	1.78E-04	2.34E-07
GO:0043234	protein complex	C	3.18E-03	5.09E-06
GO:0005515	protein binding	F	3.18E-03	5.37E-06
GO:0045935	positive regulation of nucleobase-containing compound metabolic process	P	4.95E-03	1.11E-05
GO:0051254	positive regulation of RNA metabolic process	P	4.95E-03	1.11E-05
GO:0051173	positive regulation of nitrogen compound metabolic process	P	4.95E-03	1.11E-05
GO:0008233	peptidase activity	F	8.30E-03	2.02E-05
GO:0003713	transcription coactivator activity	F	8.41E-03	2.21E-05
GO:0010628	positive regulation of gene expression	P	1.00E-02	2.98E-05
GO:0043170	macromolecule metabolic process	P	1.00E-02	3.02E-05
GO:0070011	peptidase activity, acting on L-amino acid peptides	F	1.01E-02	3.40E-05
GO:0006508	proteolysis	P	1.01E-02	3.42E-05
GO:0010557	positive regulation of macromolecule biosynthetic process	P	3.65E-02	1.49E-04
GO:0045298	tubulin complex	C	3.65E-02	1.58E-04
GO:0033202	DNA helicase complex	C	3.65E-02	1.58E-04
GO:0031011	Ino80 complex	C	3.65E-02	1.58E-04
GO:0097346	INO80-type complex	C	3.65E-02	1.58E-04

**Table 6:** Genes with sites evolving under positive selection in *Steinernema carpocapsae* (Sc), *Panagrellus redivivus* (Pr), and *Strongyloides ratti* (Sr).

Orthologue genes analysed by the Branch-site test	N = 2,034		
Tested branch	Sc	Pr	Sr
Genes with sites under positive selection (ω > 1, LRT, p < 0.05)	83 (4.08%)	95 (4.67%)	8 (0.39%)
Average proportion of sites under positive selection per gene (s.d.)	6.49% (0.067)	7.47% (0.093)	17.31% (0.187)

# Supplementary material for: The genome, transcriptome, and proteome of the nematode Steinernema carpocapsae: evolutionary signatures of a pathogenic lifestyle
**Source:** Sci Rep. 2016 Nov 23;6:37536. doi: 10.1038/srep37536

# The genome, transcriptome, and proteome of the nematode *Steinernema carpocapsae*: evolutionary signatures of a pathogenic lifestyle

Rougon-Cardoso A., Flores-Ponce, M., Ramos-Aboites, H.E., Martinez-Guerrero, C.E., Hao, Y-J., Cunha, L., Rodríguez-Martínez J.A., Ovando-Vázquez, C., Bermúdez-Barrientos, J.R., Abreu-Goodger, C., Chavarria-Hernández, N., Simões, N., Montiel, R.

## SUPPLEMENTARY FIGURES

**Supplementary Figure S1.** Graphic representation of the abundance of the different protein families (PFAM domains) in 10 different nematode genomes compared with the top 40 abundant families in *S. carpocapsae*.

**Supplementary Figure S2.** Enrichment of ncRNA families according to nematode life-styles. Heatmap showing the number of ncRNA producing loci according to nematode life-style (parasitic and free-living). The maximum number of loci is trimmed at 8, for display purposes.

**Supplementary Figure S3.** Small RNA length distribution of ShortStack and miRDeep2 predictions. A stacked barplot shows the total number of reads of each length that mapped to the genome, and the fraction of these that overlap with miRNA loci predicted by miRDeep2 (orange), ShortStack (purple) or both methods (green). The other category (yellow) represents reads mapping elsewhere in the *S. carpocapsae* genome.

**Supplementary Figure S4.** Differential expression analysis of *S. carpocapsae* miRNAs in response to insect hemolymph *in vitro* treatment. MA-plot showing the absolute and relative expression of all annotated mature miRNAs with at least 3 reads per million in three of the six libraries. The X-axis shows the average counts-per-million across all libraries, in log2 scale. The Y-axis shows fold-change values comparing hemolymph

treatment to control libraries, in log<sub>2</sub> scale. Positive log<sub>2</sub> fold-changes represent miRNAs with higher expression under haemolymph treatment. Significantly differentially expressed miRNAs (using a False Discovery Rate <0.1) are shown as solid red circles. The two most expressed miRNAs are shown as solid blue circles.

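The most abundant was miR-81-3p (Cluster_578_3p, scaffold 1 from 2385955 to 2385976), with 291300 ± 24624 CPM with hemolymph and 349810 ± 26901 CPM in the control (SD, n = 3 libraries each). Cluster_20102_3p (scaffold 55 from 75868 to 75888) followed with 158410 ± 14927 CPM with hemolymph and 149928 ± 13830 CPM in the control (SD, n = 3 each), a log2 fold change of 0.08 (adjusted p = 0.845, quasi-likelihood test of edgeR). Its direction was negative without hemolymph replicate 4, at -0.02. That fit drops the highest hemolymph library and keeps the highest control library. Hemolymph replicates 1, 2 and 4 had 145918, 154371 and 174941 CPM. Control replicates 1, 2 and 4 had 138520, 145955 and 165311 CPM, each below the hemolymph library of the same number.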

**Supplementary Figure S5.** Functional annotation of differentially expressed proteins induced by insect intestine.

**Supplementary Figure S6.** Functional annotation of differentially expressed proteins induced by insect haemolymph.

**Supplementary Figure S7.** Analysis pipeline for annotation of protein-coding genes in the genome of *S. carpocapsae* strain Breton.

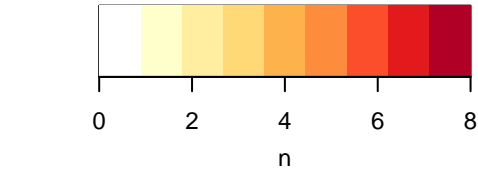

Supplementary Figure S2

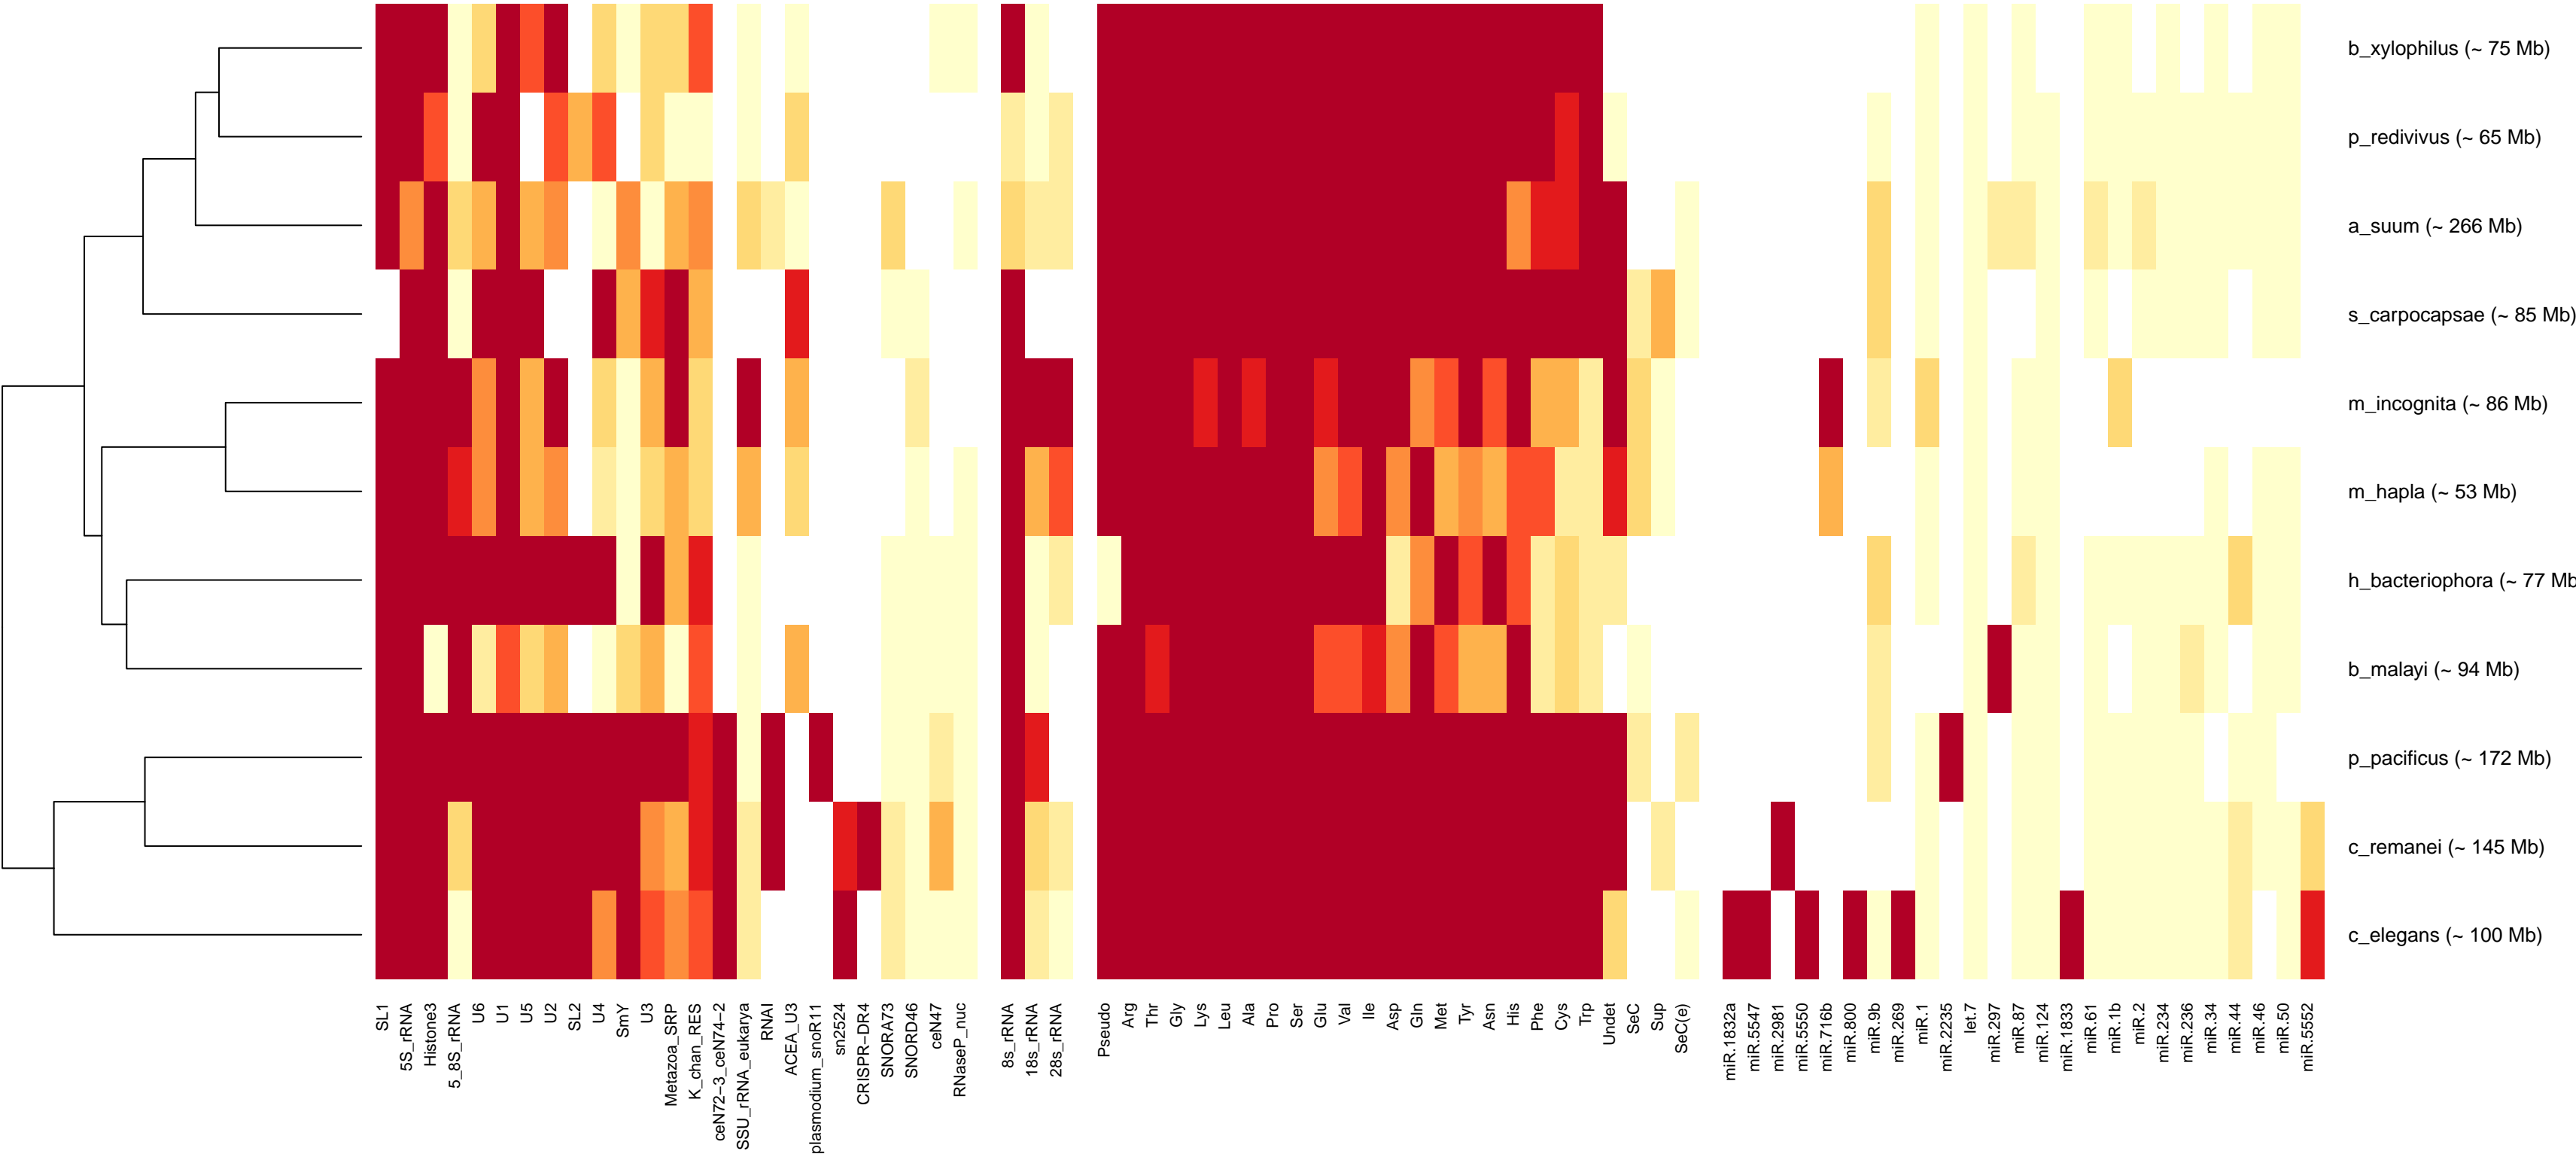

## Read length distribution of ShortStack and miRDeep2 predictions

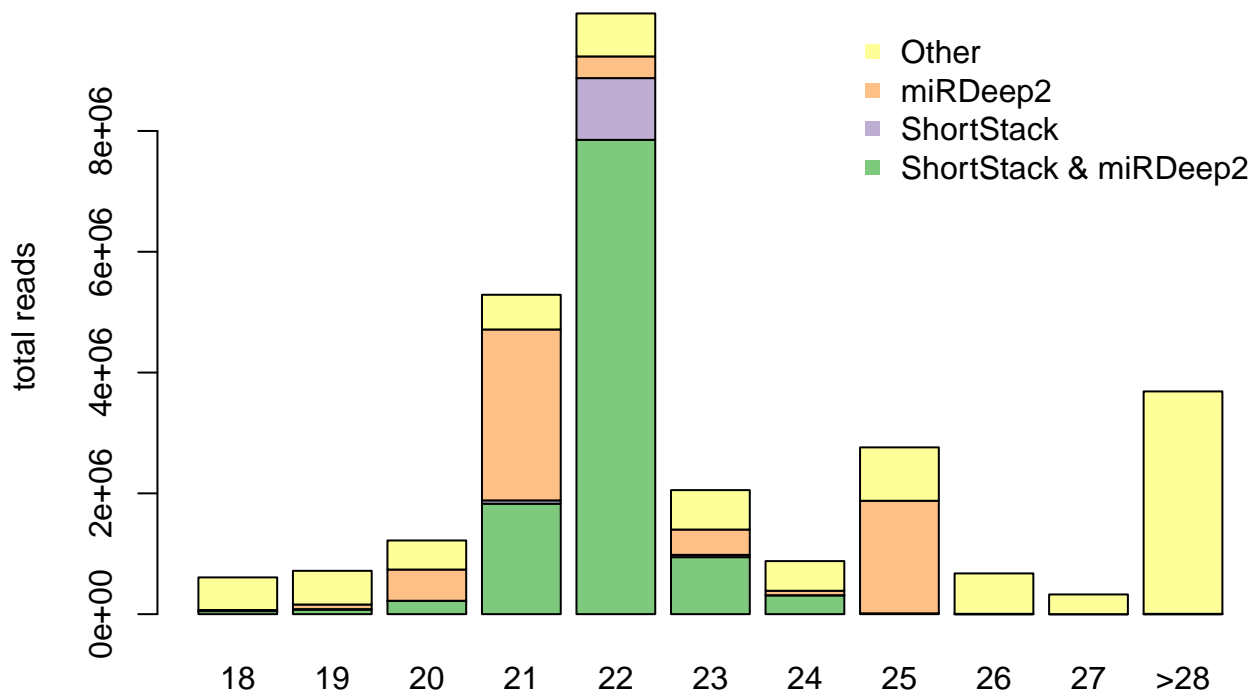

## Differential Expression analysis of miRNAs

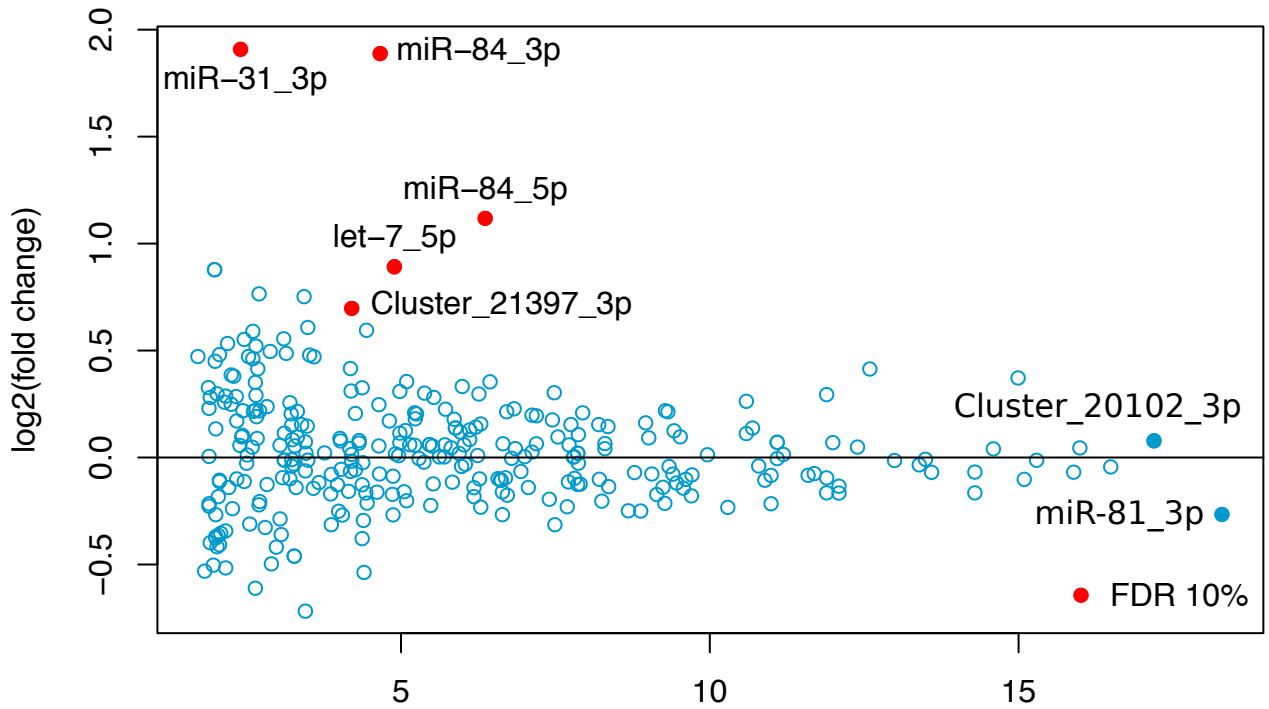

# Functional annotation of differential proteins found under insect intestine induction

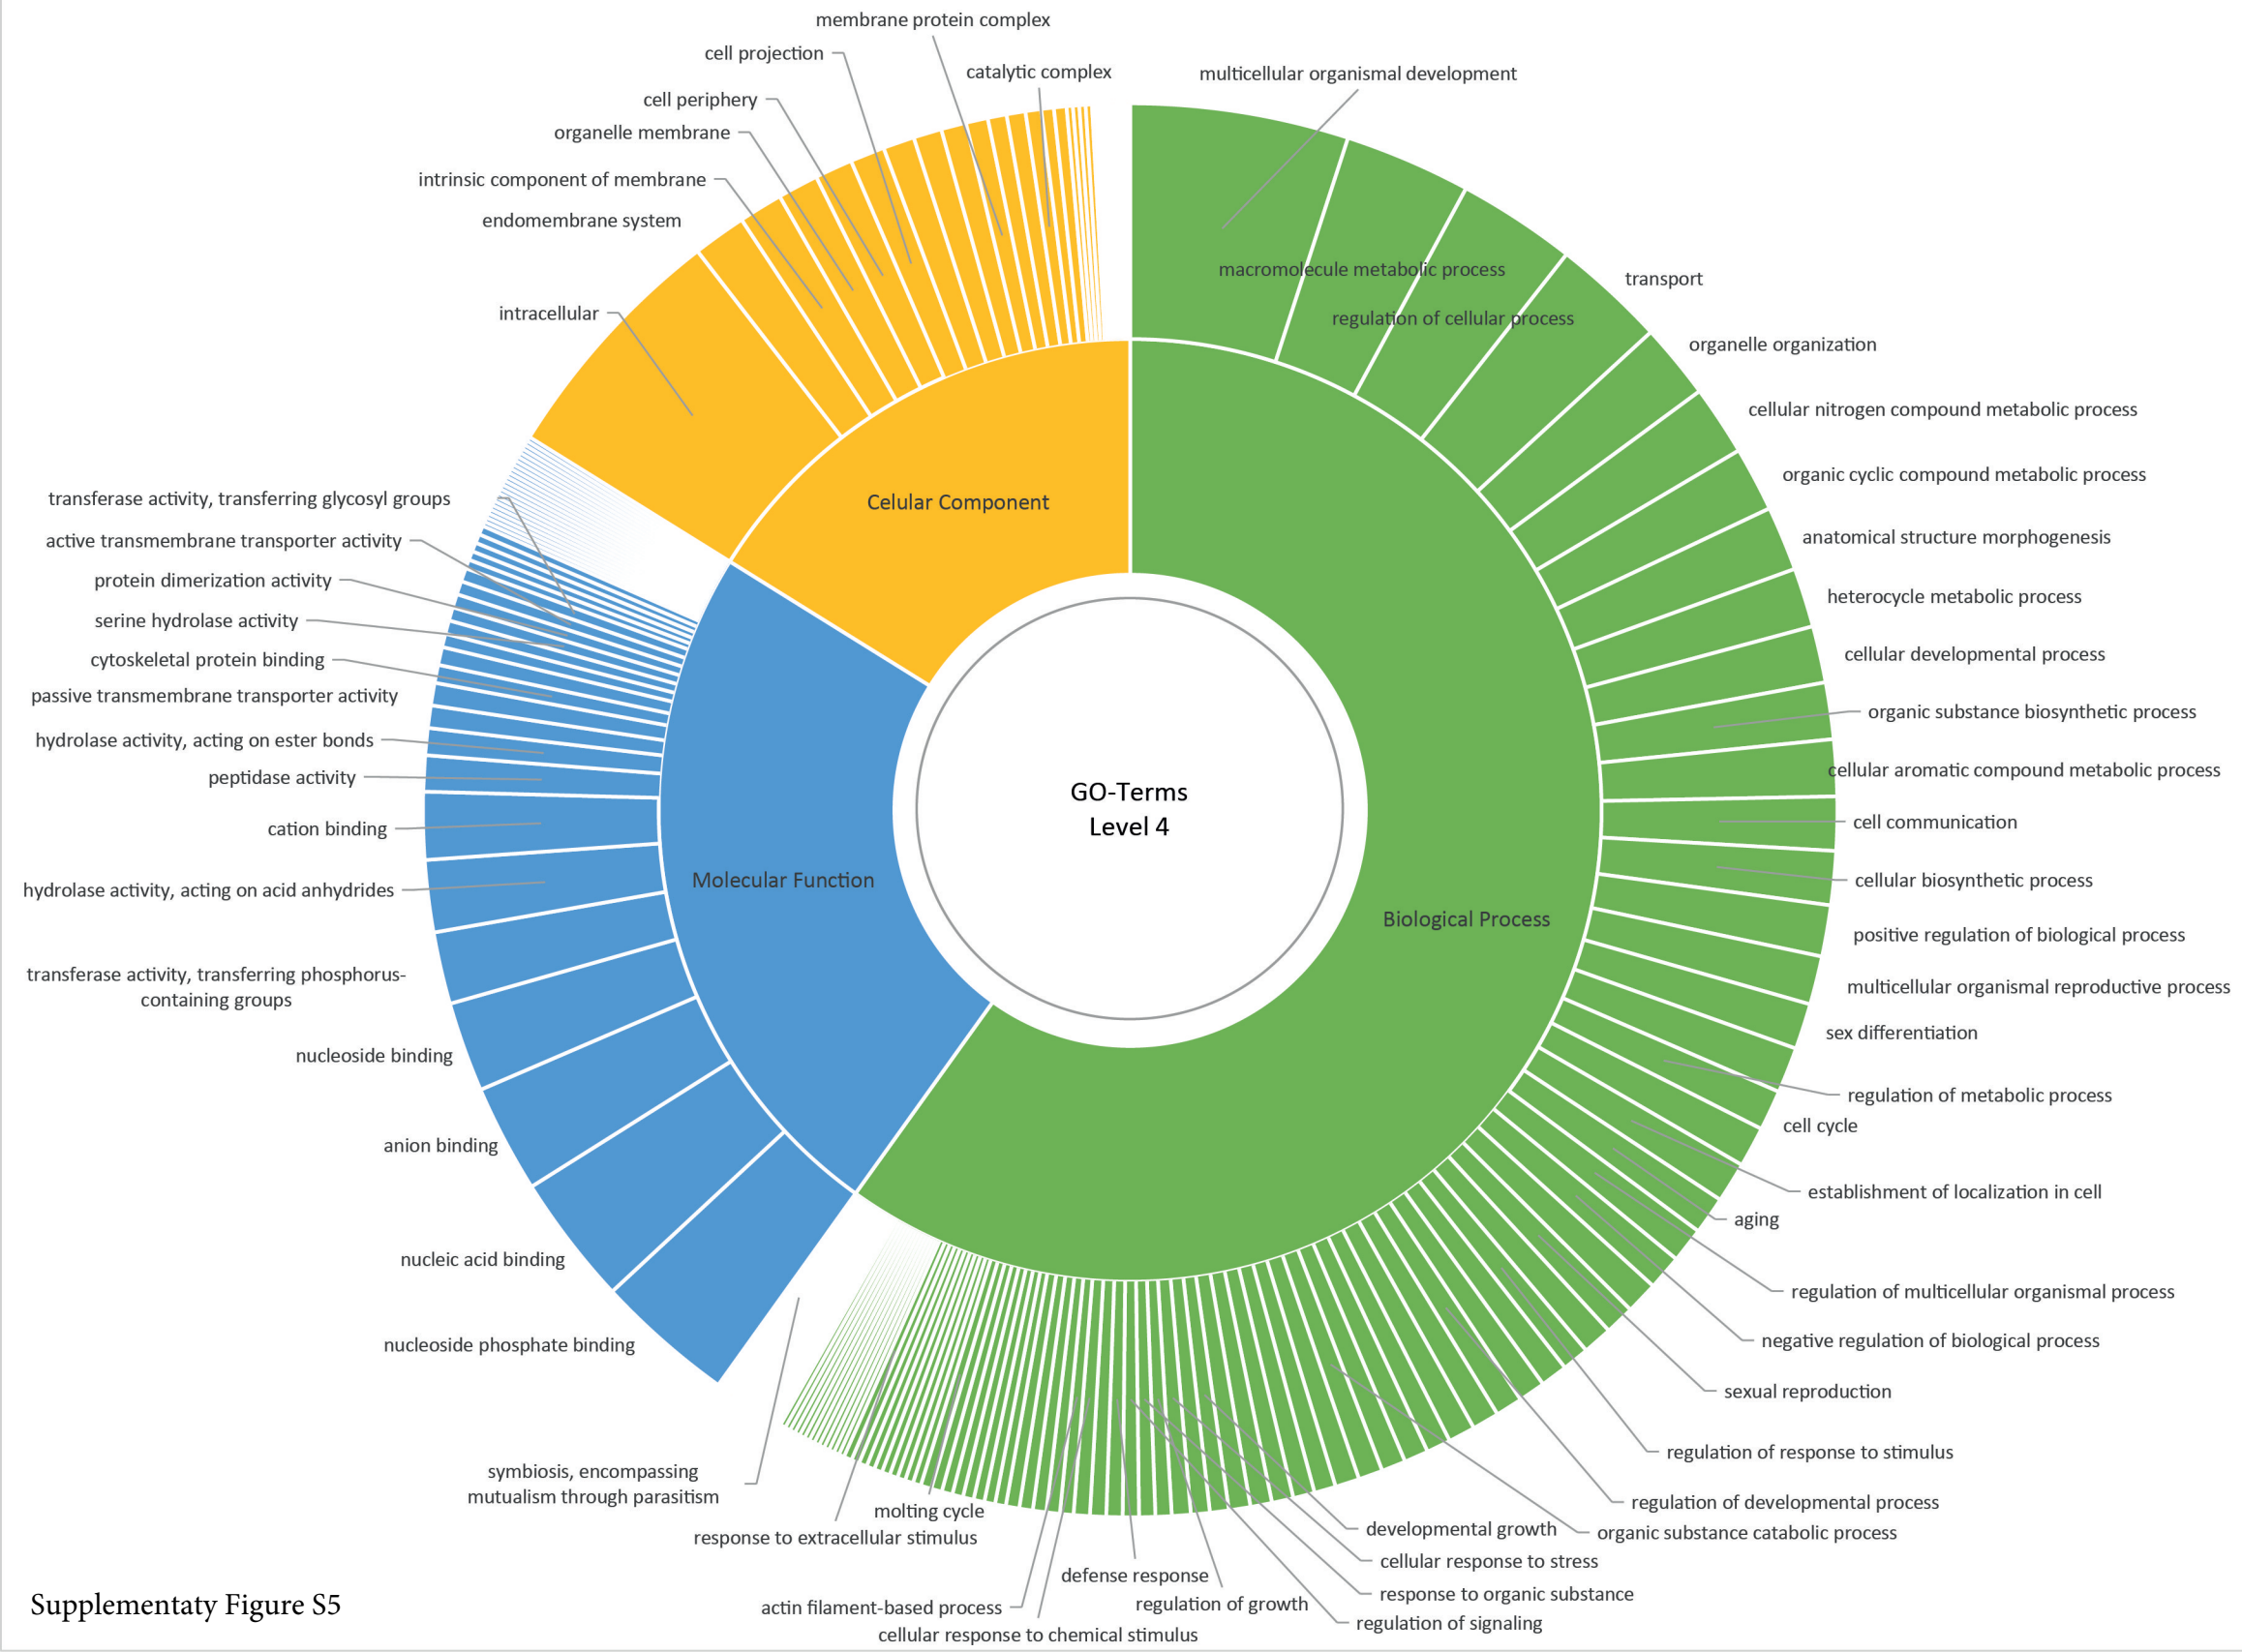

# Functional annotation of differential proteins found under insect haemolymph induction

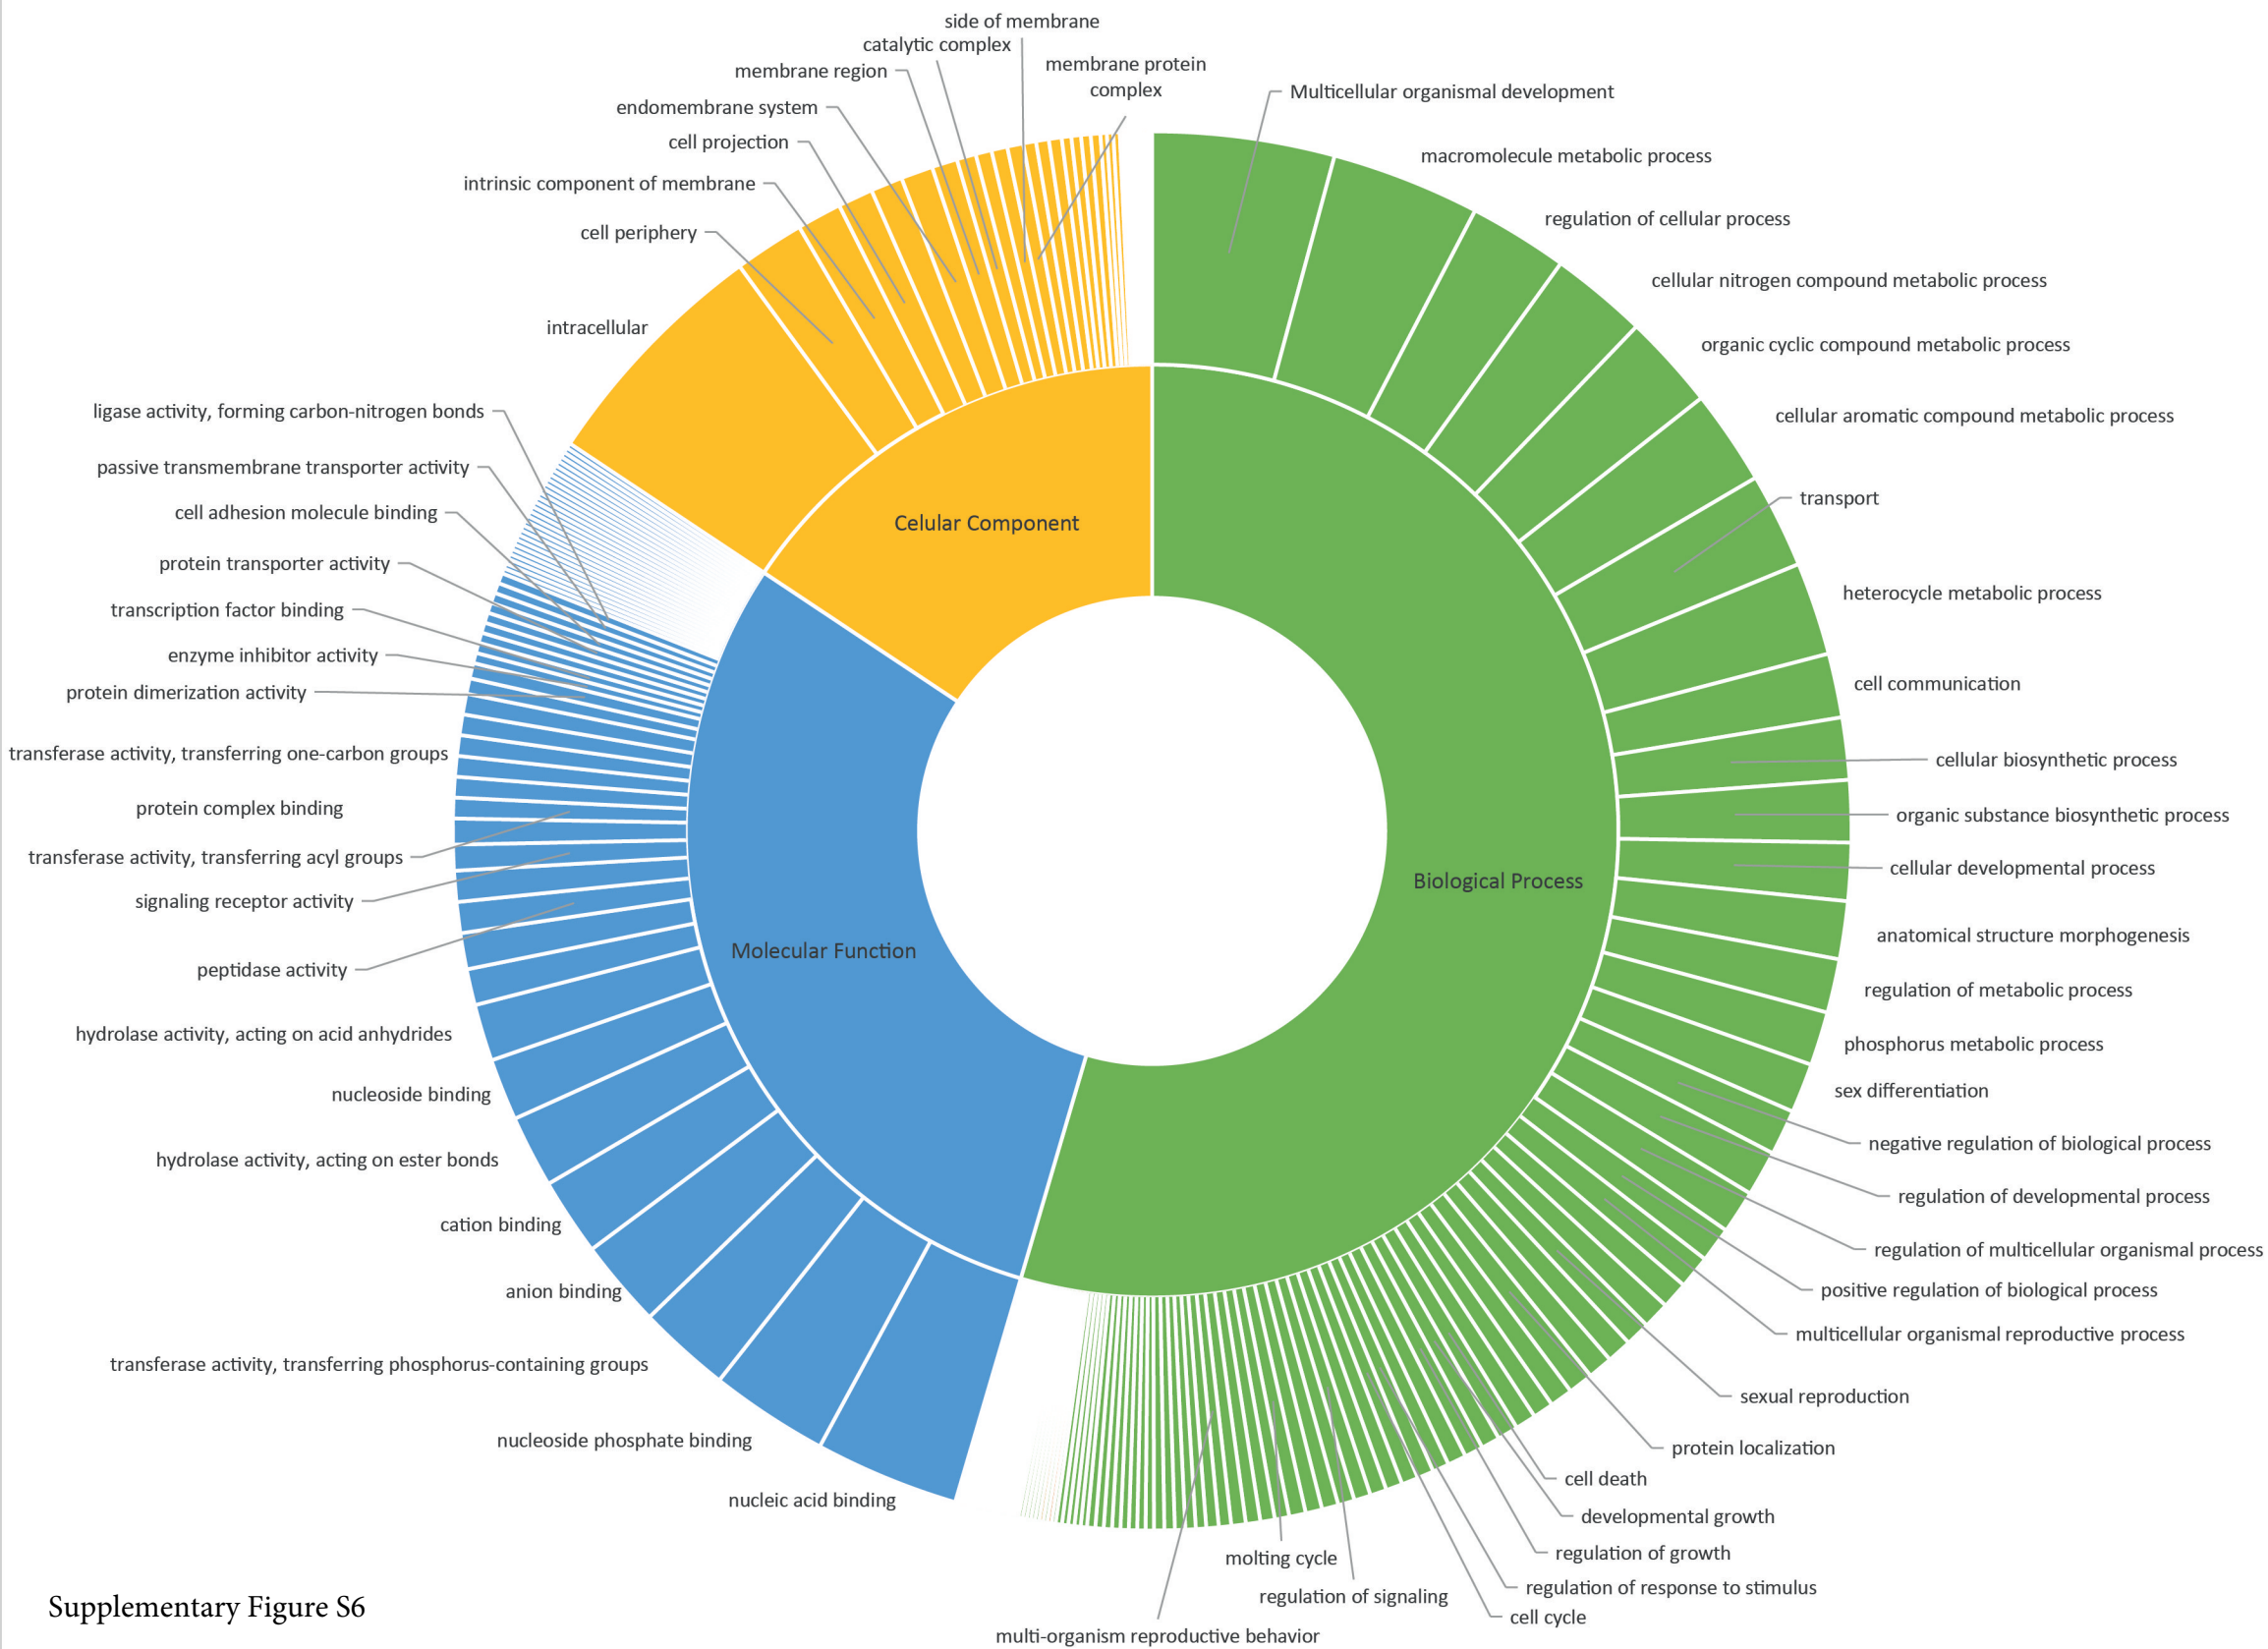

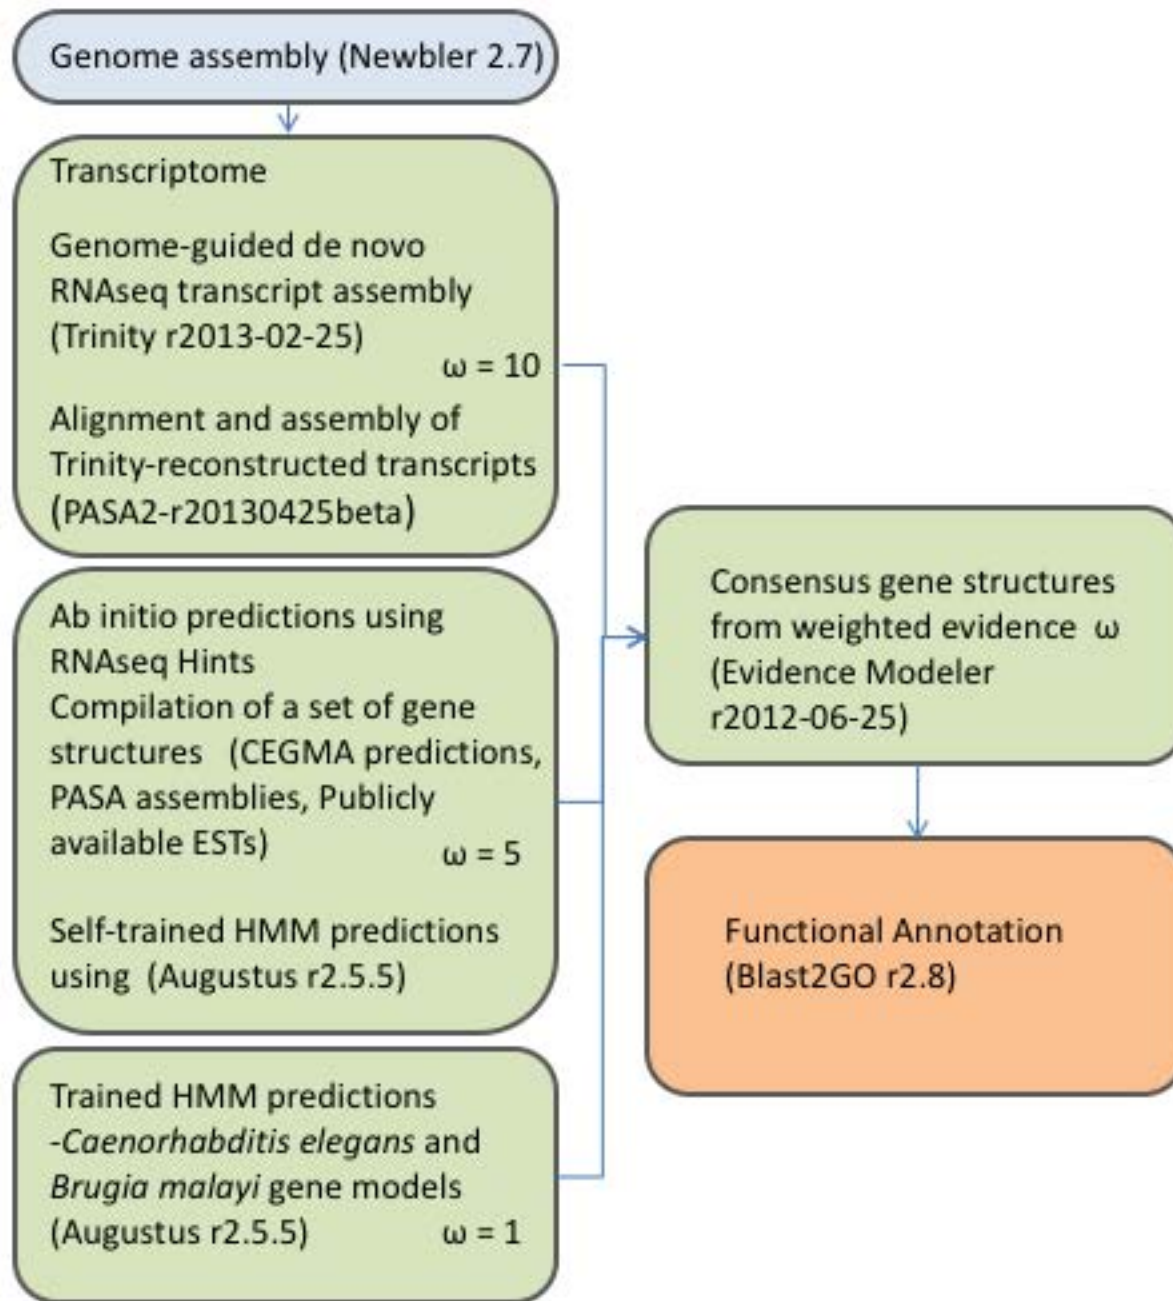

**Supplement:** Supplementary Figures S1–S7

# Supplementary material for: The genome, transcriptome, and proteome of the nematode Steinernema carpocapsae: evolutionary signatures of a pathogenic lifestyle
**Source:** Sci Rep. 2016 Nov 23;6:37536. doi: 10.1038/srep37536
**Supplement:** Supplementary Table S1

| The genome, transcriptome, and proteome of the nematode *Steinernema carpocapsae*: evolutionary signatures of a pathogenic lifestyle  Rougon-Cardoso A., Flores-Ponce, M., Ramos-Aboites, H.E., Martinez-Guerrero, C.E., Hao, Y-J., Cunha, L., Rodríguez-Martinez J.A., Ovando-Vázquez, C., Bermúdez-Barrientos, J.R., Abreu-Goodger, C., Chavarria-Hernández, N., Simões, N., Montiel, R.  **Supplementary Table S1.** Interspersed repeats in the genome of *Steinernema carpocapsae* strain Breton | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Typea |  | Number | Bases | % of genome | % of total repeats |  |
| **Retrotransposons** | |  |  |  |  |  |
|  | LINE/L1 | 76 | 12,704 | 0.0150 | 0.2149 |  |
|  | LINE/RTE-RTE | 113 | 19,721 | 0.0233 | 0.3336 |  |
|  | LINE/Cr1 | 374 | 102,451 | 0.1213 | 1.7330 |  |
|  | LINE/Jockey | 34 | 4,925 | 0.0058 | 0.0833 |  |
|  |  |  |  |  |  |  |
|  | SINE/tRNA-RTE | 156 | 12,927 | 0.0153 | 0.2187 |  |
|  | SINE other | 432 | 42,508 | 0.0503 | 0.7190 |  |
|  |  |  |  |  |  |  |
|  | LTR/Gypsy | 388 | 47,846 | 0.0566 | 0.8093 |  |
|  | LTR/Pao | 129 | 23,551 | 0.0279 | 0.3984 |  |
|  |  |  |  |  |  |  |
| **DNA transposons** | |  |  |  |  |  |
|  | DNA/MULE-MuDR | 72 | 4,717 | 0.0056 | 0.0798 |  |
|  | DNA/hAT-Ac | 388 | 52,974 | 0.0627 | 0.8961 |  |
|  | DNA/Merlin | 106 | 25,346 | 0.0300 | 0.4287 |  |
|  | DNA/TcMar-Tc1 | 327 | 73,770 | 0.0873 | 1.2479 |  |
|  | DNA/TcMar-Tc4 | 50 | 73,770 | 0.0873 | 1.2479 |  |
|  | DNA/TcMar-m44 | 43 | 8,571 | 0.0101 | 0.1450 |  |
|  | RC/Helitron | 105 | 19,110 | 0.0226 | 0.3233 |  |
|  | DNA other | 111 | 14,638 | 0.0173 | 0.2476 |  |
|  |  |  |  |  |  |  |
|  | snRNA | 114 | 15,311 | 0.0181 | 0.2590 |  |
|  |  |  |  |  |  |  |
| **Low complexity** | | 1,425 | 64,870 | 0.0768 | 1.0973 |  |
| **Simple repeats** | | 5,896 | 281,888 | 0.3337 | 4.7683 |  |
| **Unclassified** | | 27,679 | 5,010,098 | 5.9311 | 84.7489 |  |
| **Total** |  | 38,018 | 5,911,696 | 6.9984 | 100 |  |
| aAll repeat types were assigned according to homology to the Repbasedatabase | | | | | | |
| (http://www.girinst.org/repbase). | | |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

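Small RNA was sequenced from infective juveniles of *S. carpocapsae* strain Breton kept for 2 h with hemolymph of *Galleria mellonella* or with buffer. There were 3 libraries of each condition, numbered 1, 2 and 4, and all 6 were used. The authors trimmed adaptors with reaper, mapped reads to their own assembly with ShortStack (at most 1 mismatch, reads that map to several places assigned with the help of uniquely mapped reads), predicted miRNA hairpins with miRDeep2 and ShortStack, and counted reads of 20 to 24 nucleotides with featureCounts wherever they overlapped a mature miRNA by at least 1 nucleotide. The authors deposited these raw counts for 574 mature miRNAs without normalization. Whether the counting used the strand, and how it treated a read that overlaps several annotations, is not given in the sources used here. The number of unmapped columns of values was 0. Counts per library ranged from 2249057 to 3227508, with a median of 2917723 with hemolymph and 2746249 in the control. Tests cover counting error and the spread between libraries together, and the precision of single miRNAs is limited by 3 libraries per condition and, below about 10 CPM, by few reads.

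From these counts, mature miRNAs with at least 3 CPM in at least 3 libraries were kept (302 of 574). Library sizes were scaled with TMM factors, dispersions were estimated with edgeR, and conditions were compared with its quasi-likelihood test (glmQLFit and glmQLFTest with their defaults, no covariate), Benjamini-Hochberg adjustment and a threshold of 0.1. Standard errors are the log2 fold change divided by the square root of the test's F. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used. Arm ratios were compared with diffSpliceDGE on the same model, over hairpins with both arms past the filter, and per library as log2 of (3p + 0.5) over (5p + 0.5). Abundance of hairpins was compared with a permutation test of medians (100000 resamples, pseudocount 0.5). A hairpin was called known when the overlapping-annotation column of the table names a miRNA, and a new prediction otherwise. Coordinates are those of the authors' assembly and count from 1. The deposited counts of all 302 rows of Supplementary Table S7 are equal to those of the table.

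The miRNAs named in the text were fixed by a rule before the data were examined, except that the values of Supplementary Table S7 had been seen. The rule takes the miRNAs the paper names and their opposite arms, all past the threshold, the 20 most abundant, the 3 with a negative log2 fold change and the smallest p, sequences with the let-7 seed, and hairpins past the threshold in the arm ratio test. Other miRNAs named in the closing section were chosen after their values were seen. Alternatives set before the data were examined were RLE, upper quartile and no factors, raw reads as library sizes, 3 other filters, the paper's likelihood ratio test, DESeq2, limma-voom, robust and legacy quasi-likelihood fits, the replicate number as a block, a threshold of 0.05, collapsing miRNAs with identical counts, leaving out each library, and other definitions of known, ranks, pseudocounts and sets of hairpins. Added after seeing the data were 3 fits. The first is a quasi-likelihood fit with legacy=FALSE, since the installed version takes legacy=TRUE by default and the planned legacy fit equals the reported one. The second uses raw reads as library sizes in the filter as well, which is how the planned raw-read fit was first coded before it was changed to alter the scaling only. The third is a likelihood ratio test with common and tagwise dispersions and no trend, run while looking for the dispersions behind Supplementary Table S7. A change of sign in a miRNA that was not past the threshold in either fit was not counted as a reversal. The sequence core, the sizes of runs of hairpins, the distance of 10000 nucleotides and the seed comparison in the closing section were also chosen after seeing the data.

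The code was tested on simulated data for the comparison of hemolymph with control, drawn for all 574 miRNAs with the means, library sizes and dispersions of the real ones and 200 of them changed by 1.5 on the log2 scale. Of the 302 miRNAs that passed the filter 113 had been changed, and the quasi-likelihood test recovered 97.3% of these with 5 false calls. With so many miRNAs changed the adjustment is more lenient than in the real data. The recovery therefore does not give the power for smaller changes, such as 0.90 for let-7-5p and 0.70 for Cluster_21397_3p. In 20 simulations with no change the quasi-likelihood test made 4 calls in all over 302 miRNAs, and the likelihood ratio test made 8. For the arm ratio, with 1 arm changed by 2 on the log2 scale in a median of 28.5 of 93 hairpins tested, 99.6% were recovered and 9.31% of the calls were false over 20 simulations, while 7 of 20 simulations with no change gave a call. The number of simulations was raised to 20 after a first single one gave more false calls, and a call of 1 hairpin is therefore weak on its own. No pair of libraries was found to be a repeat of the same library. The list of 10 miRNA families shared with insects, used for 1 test in the closing section, was written from general knowledge. The reference annotation of strain ALL was not used here, because its build differs from the authors' assembly, and transcripts and proteins of the study were not analysed here.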

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

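The choices below were set before the data were examined, apart from 3 fits chosen after seeing the data. Of these, legacy=FALSE called the same 3 miRNAs, raw reads as library sizes in the filter too called 3 with let-7-5p (adjusted p = 0.0688) in place of miR-31-3p, which fell below the filter, and the likelihood ratio test without a dispersion trend called 5. The count of 3 miRNAs higher in hemolymph was also 3, and the same 3, with RLE, upper quartile or no factors, raw reads as library sizes, filterByExpr, limma-voom, robust and legacy fits, an FDR of 0.05 and identical miRNAs collapsed. The legacy fit equals the reported one, and an FDR of 0.05 changes only the threshold. Neither is a separate check of the values, though both are among the 24 alternatives below. The count was 4 with no filter, where let-7-5p was added (adjusted p = 0.0443), and 2 with DESeq2 and with a filter of at least 10 CPM. In the likelihood ratio test of the paper it was 5. That test and the quasi-likelihood test start from the same counts, filter and TMM factors. Leaving out each library gave 1 to 3. It was 1 without hemolymph replicate 1 and without hemolymph replicate 4, where miR-31-3p fell below the filter and the adjusted p of miR-84-5p was 0.342 and 0.177. The log2 fold change of miR-84-5p was 1.04 and 1.05 there, against 1.12 with all libraries, so its size hardly moved. Why its adjusted p rose was not tested. No miRNA was lower in any of these fits. The log2 fold change of miR-84-3p ranged from 1.75 to 1.97 over 24 alternatives, with an adjusted p of at most 0.00696. That of let-7-5p ranged from 0.55 to 1.03, with an adjusted p from 0.0241 to 0.775, and that of Cluster_21397_3p from 0.55 to 0.90, with an adjusted p from 0.0644 to 0.802.

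The 1 hairpin with a changed arm ratio, miR-31, was called with no filter, with filterByExpr and at an FDR of 0.05. With at least 10 CPM there were 0, because its 3p arm fell below the filter. Leaving out each library gave 0 to 2. There were 0 without any 1 of the hemolymph libraries, again because the 3p arm then passes the filter in too few libraries, and 2 without control replicate 1, where Cluster_1853 was added. Exact permutation of the ratios gave 0 after adjustment, since p cannot be below 0.1 with 3 libraries against 3.

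With the replicate number as a block, 3 miRNAs were higher, the same ones, 0 were lower, and 1 arm ratio changed. In that fit the adjusted p was 0.127 for let-7-5p and 0.212 for Cluster_21397_3p (quasi-likelihood test of edgeR). The correlations of the deviations of same-numbered libraries from their group means were 0.040, 0.003 and 0.048 for replicates 1, 2 and 4. They run over all tested miRNAs, where counting error weighs on those with few reads, so they cannot exclude pairing. Among the most abundant, Cluster_20102_3p rose from replicate 1 to 2 to 4 in both conditions, while miR-81-3p did so in neither. Whether the numbers pair the libraries stays open.

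Known hairpins were more abundant than new predictions by 4.75 to 6.58 on the log2 scale over 14 alternatives, with a permutation p of at most 7e-05. The number of new predictions among the 20 most abundant mature miRNAs was 9 to 13 over 12 alternatives. Depth limits the miRNAs near the filter, such as miR-31-3p with 3 to 6 counts in a control library.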

Differences from the paper's values

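All fits in this part were set before the data were examined, apart from 3 chosen after the values were seen, the fit with legacy=FALSE, the fit with raw reads as library sizes in the filter too, and the likelihood ratio test without a dispersion trend.

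The paper reports 5 miRNAs with increased expression after hemolymph, and 3 were found here with the quasi-likelihood test of edgeR. Among the alternatives set before the data were examined, the likelihood ratio test named in the paper's methods gave 5 and the fit with no filter gave 4. The others gave 1 to 3, namely RLE, upper quartile or no factors, raw reads as library sizes, filterByExpr, at least 10 CPM, DESeq2, limma-voom, robust and legacy fits, the replicate block, an FDR of 0.05, identical miRNAs collapsed and each library left out. Of the fits chosen after seeing the values, legacy=FALSE gave 3, raw reads in the filter too gave 3, and the likelihood ratio test without a dispersion trend gave 5.

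The paper names let-7-5p and Cluster_21397_3p among the increased miRNAs. In the quasi-likelihood test of edgeR their adjusted p was 0.366 and 0.306, with log2 fold changes of 0.90 and 0.70. Every hemolymph library lay above every control library for both, but both had been picked from these same libraries. The likelihood ratio test called both, with an adjusted p of 0.0405 and 0.0771, and the fit with no filter called let-7-5p with an adjusted p of 0.0443. Of the fits chosen after seeing the values, the likelihood ratio test without a dispersion trend called both (adjusted p = 0.0241 and 0.0644), and raw reads as library sizes in the filter too called let-7-5p (adjusted p = 0.0688, quasi-likelihood test of edgeR). No other fit called either of them. For miR-84-3p, miR-84-5p and miR-31-3p the call is the paper's.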

Other observations

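The splits of the libraries, the fits without 1 library, the arm ratio test and the value of Cluster_18228_3p were planned, and chosen after the results were seen were their use here against hemolymph replicate 1 alone, a rise of the whole miR-31 hairpin and a rise shared by the let-7 seed, and the tests of shared reads, the repeat-like set, insect carry-over, neighbouring hairpins, dense runs and shared seeds. For the comparison of neighbouring hairpins and the set tests of dense runs the expectation was written before their own values were seen, but the distance of 10000 nucleotides and the run sizes were set after the positions were seen.

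The 6 libraries can be split 3 against 3 in 10 ways. Only the real split gave 3 or more called miRNAs (1 of 10), and the 9 others gave 0. At an unadjusted p under 0.05 the real split gave 19 miRNAs and 2 of the others gave more, 22 and 23. For the arm ratio, 3 of 10 splits gave at least 1 hairpin, and the split of control replicates 1 and 2 and hemolymph replicate 2 against the others gave 3, more than the 1 of the real split. The splits alone cannot exclude chance for either count, since with 10 of them the share is never under 0.1.

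Cluster_21397_3p (AAACCGACCGAUCGUUCCGCGAU) belongs to a set of similar predictions. A core of CGACCG, then A or G, then UCG occurs on either strand in 36 mature miRNAs of 25 hairpins, none of which has a known name, and 20 of the 25 were predicted by miRDeep alone. The deposited table counts 322 reads on the arms of Cluster_21397, while ShortStack placed 41 reads at the hairpin, a ratio of 7.85. Of the 322, 298 are on the 3p arm and 24 on the 5p arm, which lies outside the listed hairpin. More than 1.5 counts per placed read were found in 18 of these 25 hairpins and in 21 of the 262 others, and the median share of uniquely mapped reads was 9.76% against 100%. This is consistent with reads shared between near-identical loci being counted at each of them, so the change of Cluster_21397_3p may not belong to this locus alone. Whether the whole set rose stays open. The 17 other members past the filter with distinct counts had a median log2 fold change of 0.18, 13 of them positive, and only 0.99% of 10000 random sets matched on expression had a median as high, but a set test that allows for correlation between members (fry) gave p = 0.221. A biological response of a repeat-like family was not separated from shared reads.

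Identical counts also occur elsewhere. Among miRNAs with any count, 54 had the same 6 counts as another, 14 of them past the filter. In 4 hairpins the 5p and 3p arms had identical counts in every library, among them Cluster_8210 with 723 counts on each arm, where none of the 724 reads placed by ShortStack mapped uniquely. In 3 of these 4 hairpins (Cluster_997, Cluster_5151 and Cluster_8210) the inner part of 1 arm is the reverse complement of the other arm, and in Cluster_17332, with 8 counts on each arm, it is not. This was not compared with other hairpins, and the reason for the identical counts stays open.

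The let-7 seed occurs in 3 annotated sequences, and Cluster_18228_3p, which Supplementary Table S7 lists, is not named in the paper's text. A rise shared by every miRNA with this seed is argued against by its log2 fold change of -0.20, with a 95% interval (4 degrees of freedom) that ends at 0.16, below the 0.90 of let-7-5p, and it was negative under all 24 alternatives. What stays open is a response of miR-84 and let-7 alone.

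Hemolymph replicate 1 lay farthest from the others on the first principal component (4.74, against 1.10 and 1.01 for replicates 2 and 4 and -1.74 to -3.08 in the control), and it weighed on let-7-5p. That this library alone made the differences is argued against by the values without it, a log2 fold change of 0.55 (standard error 0.17) for let-7-5p and of 1.75 for miR-84-3p, of which only the second was past the threshold (adjusted p = 0.00133, quasi-likelihood test of edgeR). The adjusted p of let-7-5p was then 0.775. The cause of the distance of this library was not tested.

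In miR-31 only the rare 3p arm rose. More of the whole hairpin would raise both arms alike, which the arm ratio test argues against (adjusted p = 0.000602, edgeR). A change in arm choice or in the stability of the 3p arm may be involved, and the counts do not separate these. The loss of this call without any 1 hemolymph library comes from the filter.

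The hairpins of miR-100 (Cluster_460) and let-7 lie 179 nucleotides apart on the same strand of scaffold 1. miR-100-5p had a log2 fold change of 0.37 (adjusted p = 0.714, quasi-likelihood test of edgeR), and 0.26 without hemolymph replicate 1. When each library was left out in turn, this log2 fold change ranged from 0.21 to 0.48. A shared transcript could move neighbours together, and it would also raise both arms of let-7. let-7-3p had a log2 fold change of -0.06 (standard error 0.18), which goes against this, but the arm ratio of let-7 was not past the threshold (adjusted p = 0.221, edgeR). Over 338 pairs of hairpins within 10000 nucleotides on the same strand, the median difference in log2 fold change was 0.23, against 0.21 for shuffled pairs (one-sided permutation test over hairpins, p = 0.80). With few miRNAs changed and few reads on let-7-3p, the explanation stays open for let-7 and miR-100.

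Insect miRNAs carried over with the hemolymph could add reads to conserved miRNAs. The major arms of the 10 listed families shared with insects, 11 in number, had a median log2 fold change of -0.0672, and 3 of 11 were positive, with miR-100-5p highest at 0.37. Its rise, from 27733 CPM in the control to 35941 CPM with hemolymph, was by far the largest in CPM among these 11 arms. Control replicates 1, 2 and 4 had 31049, 31415 and 20735 CPM, so the low value of control replicate 4 weighed on this rise. Hemolymph replicates 1, 2 and 4 had 41980, 31815 and 34028 CPM. Outside the list, lin-4-5p, which general knowledge also relates to an insect miRNA, had a log2 fold change of 0.30 (adjusted p = 0.714, quasi-likelihood test of edgeR) and 0.22 without hemolymph replicate 1. The next most abundant on the list were miR-34-5p with 12805 CPM in the control and 12223 CPM with hemolymph and miR-87 with 10779 and 10541 CPM. Among the less abundant ones, miR-277-3p had 79.5 CPM in the control and 74.8 with hemolymph, miR-252-5p 310 and 325, miR-124-3p 312 and 322, and miR-1-3p 638 and 581. The rise was 16.9 CPM for let-7-5p, 60.6 CPM for miR-84-5p and 27.9 CPM for miR-84-3p. For miR-84, carried-over reads of let-7 or of the listed families are argued against by the sequences. The mapping allowed 1 mismatch. In ungapped alignments of the whole sequences that overlap by at least 18 nucleotides, its arms have at least 7 mismatches to the 24 arms of these hairpins in the table, and the fewest in any window of 18 nucleotides is 6. With the 5′ ends aligned, miR-84-5p and let-7-5p differ at 10 of 22 positions. The nematode sequences stand in for the insect's here, and an insect miRNA outside the list was not tested. For let-7-5p, carry-over and induction cannot be told apart, since the levels of these families in the insect's hemolymph are not known from these libraries.

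Of the 10 new predictions among the 20 most abundant miRNAs, 3 have the same positions 2 to 8 as the major arm of a known miRNA in the same table. Cluster_5191_3p (UGAGAUCACACUAGACUUAUCU) and Cluster_20865_3p (UGAGAUCACAGUGAAGCUUG) share GAGAUCA with miR-81-3p (UGAGAUCAUUGUGAAAGCUAGU), and Cluster_20668_3p (UAAGGCACUAGUCAACGUCAAGA) shares AAGGCAC with miR-124-3p (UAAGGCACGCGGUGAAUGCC). These 3 hold 13.8% of all counts. In 10000 shuffles of the letters of the 10 sequences at most 2 matched. Over all 261 new predictions 13 match, against at most 4 in 1000 shuffles. This is consistent with some abundant new predictions being members of known seed families, as a hypothesis from the same data, since shuffling does not keep the composition of seeds.

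New hairpins are grouped in the genome. Runs of at least 4 hairpins with gaps of at most 10000 nucleotides hold 86 of the 287 hairpins (30.0%) in 8 runs, with no known hairpin among them and 1.66% of the counts. The 4 longest are on scaffold 44 (23 hairpins from 245628 to 269558, Cluster_18228 among them), scaffold 11 (19 hairpins from 991979 to 1003804), scaffold 18 (17 hairpins from 872435 to 879280) and scaffold 1 (9 hairpins from 8504473 to 8507292). In each of these 4 the major arms have as many different seeds as hairpins. For these 4 runs, which hold 0.76% of the counts, near-identical copies of 1 hairpin are argued against by a median of 100% uniquely mapped reads over their hairpins. Among the shorter runs, that on scaffold 13 had 3 seeds in 4 hairpins and a median of 86.5% uniquely mapped reads. That on scaffold 15 had 4 seeds in 6 hairpins and a median of 100%. The run on scaffold 9 and the shorter one on scaffold 44 had 4 seeds in 4 hairpins and medians of 100%. A response of a run to hemolymph as a unit was not detected (smallest adjusted fry p over the 8 runs, 0.82).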
